# Multi-omics analysis identifies drivers of protein phosphorylation

**DOI:** 10.1186/s13059-023-02892-2

**Published:** 2023-03-21

**Authors:** Tian Zhang, Gregory R. Keele, Isabela Gerdes Gyuricza, Matthew Vincent, Catherine Brunton, Timothy A. Bell, Pablo Hock, Ginger D. Shaw, Steven C. Munger, Fernando Pardo-Manuel de Villena, Martin T. Ferris, Joao A. Paulo, Steven P. Gygi, Gary A. Churchill

**Keywords:** Collaborative Cross, Phosphorylation, Quantitative trait loci (QTL), Multi-omics, Medation analysis, Phosphorylation regulation

## Abstract

**Background:**

Phosphorylation of proteins is a key step in the regulation of many cellular processes including activation of enzymes and signaling cascades. The abundance of a phosphorylated peptide (phosphopeptide) is determined by the abundance of its parent protein and the proportion of target sites that are phosphorylated.

**Results:**

We quantified phosphopeptides, proteins, and transcripts in heart, liver, and kidney tissue samples of mice from 58 strains of the Collaborative Cross strain panel. We mapped ~700 phosphorylation quantitative trait loci (phQTL) across the three tissues and applied genetic mediation analysis to identify causal drivers of phosphorylation. We identified kinases, phosphatases, cytokines, and other factors, including both known and potentially novel interactions between target proteins and genes that regulate site-specific phosphorylation. Our analysis highlights multiple targets of pyruvate dehydrogenase kinase 1 (PDK1), a regulator of mitochondrial function that shows reduced activity in the NZO/HILtJ mouse, a polygenic model of obesity and type 2 diabetes.

**Conclusions:**

Together, this integrative multi-omics analysis in genetically diverse CC strains provides a powerful tool to identify regulators of protein phosphorylation. The data generated in this study provides a resource for further exploration.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-023-02892-2.

## Background

Protein phosphorylation is a reversible post-translational modification (PTM) and one of the most common mechanisms for regulating protein activity and transmitting signals in cell biology [1–3]. Phosphorylation occurs at specific sites within a protein where kinases and phosphatases add and remove phosphate moieties [4]. The level of activity of kinases and phosphatases is determined by their abundance [5, 6], intracellular and extracellular stimuli [7–10], interaction with co-factors [11], and PTMs including phosphorylation [12–14]. Therefore, the phosphorylation level of a given site within a protein depends on multiple factors, any of which could be influenced by genetic variation [15, 16].

Genetic variants that affect quantitative phenotypes can be identified through quantitative trait locus (QTL) mapping in humans and in model organisms. In addition to clinical phenotypes, QTL mapping can be applied to molecular traits such as gene expression [17–22], chromatin accessibility [23], and protein abundance [24, 25]. QTL mapping of transcripts (eQTL) and proteins (pQTL) has revealed how genetic variants can alter the regulatory flow from encoded gene through transcription and translation [20, 26, 27]. However, only limited research has been conducted on how genetic variation influences protein phosphorylation or other PTMs [18, 28, 29].

Genetically diverse model organism populations increase the scope and power of QTL mapping. The Collaborative Cross (CC) [30, 31] is a panel of recombinant inbred mouse strains descended from eight founder inbred strains: A/J (AJ), C57BL/6J (B6), 129S1/SvImJ (129), NOD/ShiLtJ (NOD), NZO/HlLtJ (NZO), CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB/EiJ (WSB). The founder strains represent traditional laboratory as well as wild-derived strains, encompassing three subspecies of the house mouse [32, 33] and harbor ~50 million known genetic variants [34]. The current CC panel consists of more than 60 strains that are homozygous at most loci (> 99%). The ability to use replicate animals of CC strains is an important feature of CC studies that improves QTL mapping power [23, 35] and enables studies of response to interventions [36–38] and other applications [39].

We previously reported on the genetic regulation of protein abundance in liver of CC strains [25]. Here we expand on our earlier investigation to examine how genetic variation regulates protein phosphorylation. We used mass spectrometry analysis to quantify the proteome and phosphoproteome across three tissues (heart, kidney, and liver) from 116 mice representing female/male pairs from 58 CC strains. We performed QTL mapping to obtain pQTL and phosphorylation QTL (phQTL). In addition, we mapped the residuals of phosphopeptide abundance after regression on the abundance of the protein they derived from, i.e., the parent protein abundance, to obtain adjusted phosphopeptide QTL (adj-phQTL). This approach allowed us to differentiate between the contributions of two distinct mechanisms that determine the abundance of phosphopeptides, the abundance of its parent protein, and the proportion of target sites that are phosphorylated, with the latter likely reflecting the activity of a catalyst intermediate. We then applied mediation analysis and identified candidate genes that influence phosphorylation levels through the second mechanism.

## Results

### Quantitative phosphoproteome profiling of heart, kidney, and liver in CC mice

Heart, kidney, and liver tissue samples were collected from 116 mice representing one male and one female from each of 58 CC strains (Additional file 2: Table S1). We utilized a tandem mass tag (TMT)-based proteomics workflow (Fig. 1A) to quantify total protein abundance and the abundance of phosphorylated peptides (phosphopeptides). We quantified 6172, 7286, and 6558 proteins, and 4975, 4236, and 4246 non-polymorphic phosphopeptides in heart, kidney, and liver tissue, respectively. The number of proteins reported for liver differs slightly from our previous study, where we report 6798 proteins, due to differences in the preprocessing and filtering steps. Nearly 5000 proteins were quantified in all three tissues and ~6500 proteins were quantified in at least two tissues (Fig. 1B) Fewer phosphopeptides were quantified across multiple tissues; ~1500 were observed in all three tissues, but the majority of phosphopeptides were observed in only one tissue (Fig. 1C). The number of phosphorylation sites identified for a given protein ranged from 1 to 148 (TTN in heart), with fewer than 10 sites detected for most proteins (median = 1) (Additional file 1: Fig. S1A). The abundance of most phosphopeptides was correlated with the abundance of their parent proteins (median correlation: heart = 0.32, kidney = 0.36, liver = 0.40) (Additional file 1: Fig. S1B). To obtain an estimate of phosphorylation that is independent of the parent protein abundance, we computed the residual of phosphopeptide abundance after regression on the abundance of the parent protein (adjusted phosphopeptides abundance) (Fig. 1D). For this purpose, we modified the protein abundance estimation by excluding all peptides corresponding to detected phosphopeptides (Methods). In some cases, we were not able to quantify the parent protein after removing phosphorylated peptides, and we obtained 3875, 3471, and 3492 adjusted phosphopeptides in heart, kidney, and liver tissue, respectively.

**Fig. 1:**
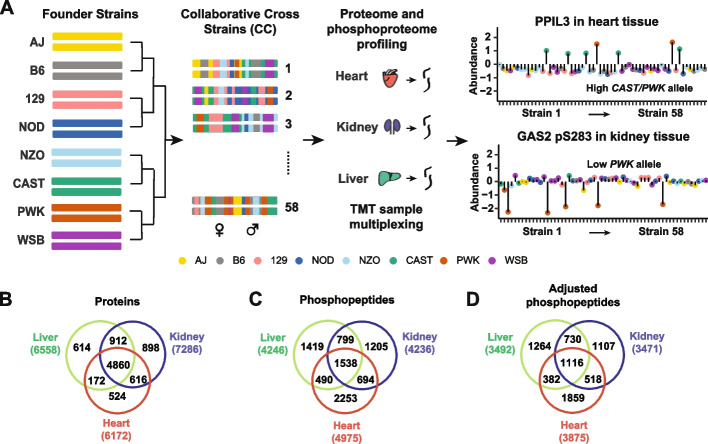
Overview of the proteome and phosphoproteome profiling of three tissues from Collaborative Cross strains using Tandem mass tags (TMT). **A** Liver, kidney, and heart samples were collected from one male and one female mouse from 58 Collaborative Cross (CC) inbred strains. Samples (116) were multiplexed utilizing TMT sample multiplexing reagents. Proteome and phosphoproteome analyses were collected by mass spectrometry. **B** Venn diagrams of the quantified proteins, **C** phosphopeptides, and **D** adjusted phosphopeptides in liver, kidney, and heart tissues

### Sex differences among phosphopeptides

We estimated the effect of sex on abundance of proteins, phosphopeptides, and adjusted phosphopeptides in all three tissues (Methods). For heart, we detected significant sex effects (FDR < 0.01) for 323 proteins, 12 phosphopeptides, and 0 adjusted phosphopetides; for kidney, 4499 proteins, 2031 phosphopeptides, and 538 adjusted phosphopetides; and for liver, 2367 proteins, 547 phosphopeptides, and 97 adjusted phosphopetides (Additional file 3: Table S2). Sex effects are most prevalent in kidney, followed by liver, and there are relatively few in heart** (**Fig. 2A). Standardized sex effects on phosphopeptides and their parent proteins are highly correlated (Additional file 1: Fig. S2A). After adjustment for parent protein abundance, the magnitude of the sex effects is reduced (Fig. 2A), but many remain significant. In addition, we see strong positive correlation of sex effects on phosphopeptides before and after adjustment (Additional file 1: Fig. S2B). Thus, sex effects on phosphopeptide abundance are determined by sex effects on parent protein abundance and by sex-specific factors that act directly on phosphorylation levels.

**Fig. 2:**
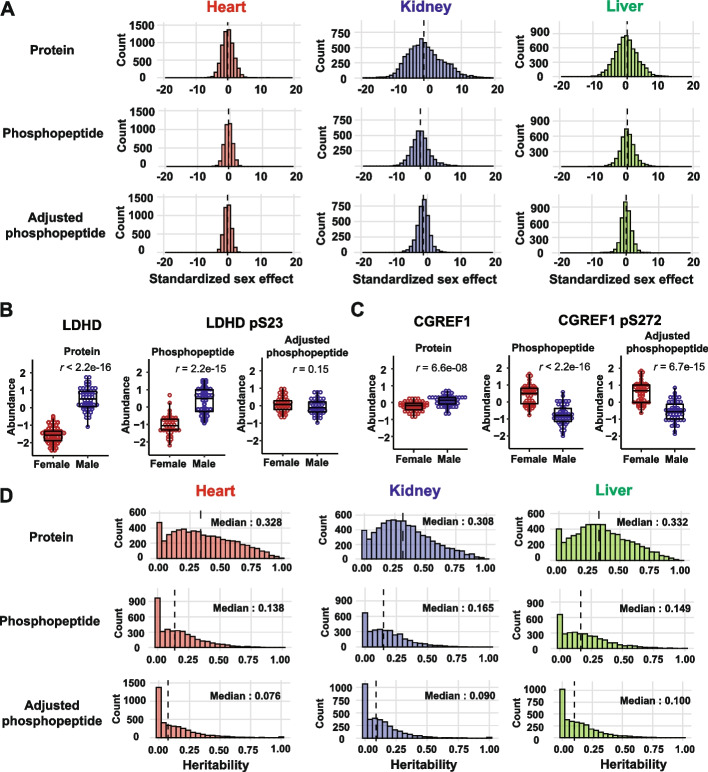
Sex effect and heritability on protein and phosphopepitdes across three tissues.** A** Histograms of standardized sex effect (difference/SE) on protein abundance (upper), phosphopeptides (middle), and adjusted phosphopeptides (lower) in heart, kidney, and liver tissues. **B** Sex difference in the relative abundance (batch corrected log_2_ intensity) of phosphopeptide harboring LDHD pS23 is due to sex effect on its parent protein. **C** Sex difference in the relative abundance of phosphopeptide harboring CGREF pS272 is not due to sex effect on its parent protein. **D** Histograms of heritability on protein abundance (upper), phosphopeptides (middle), and adjusted phosphopeptides (lower) in heart, kidney, and liver tissues. Dashed vertical lines represent the median

We illustrate how sex can influence phosphopeptide abundance with two examples (Fig. 2B). There is a significant effect of sex on the protein LDHD, which has a higher abundance in males. The phosphopeptide LDHD pS23 also has higher abundance in males, but the adjusted phosphopeptide abundance shows no significant difference between the sexes. We conclude that the sex effect on LDHD pS23 is mediated through the sex effect on the abundance of its parent protein (Fig. 2B). The protein CGREF1 has higher abundance in males but CGREF1 pS272 has substantially lower abundance in males. This sex difference in the phosphopeptide persists after adjusting for the parent protein abundance. We conclude that the sex effects on CGREF1 pS272 are mediated by sex-specific processes that act independently of the parent protein abundance (Fig. 2C).

### Heritability of phosphopeptides

Heritability is the proportion of phenotypic variation explained by genetic relatedness. It reflects the additive genetic effects on a trait relative to the precision of measurement. We estimated heritability (*h*^*2*^) for the abundance of individual proteins and phosphopeptides in all three tissues. The median heritability across tissues ranged from 0.308 to 0.332 for proteins, from 0.138 to 0.165 for phosphopeptides, and from 0.076 to 0.100 for adjusted phosphopeptides (Fig. 2D; Additional file 4: Table S3). Protein heritability was substantially higher than phosphopeptide heritability (Additional file 1: Fig. S2C), which at least in part, reflects the higher precision of protein quantification that combines measurements across multiple peptides. The adjusted phosphopeptides are generally less heritable than the phosphopeptides (Additional file 1: Fig. S2D), indicating that a dominant component of phosphopeptide heritability is mediated through genetic effects on the parent protein. Nonetheless, there are many adjusted phosphopeptides with non-zero heritability, indicating that genetic factors can directly influence phosphorylation levels.

### Genetic mapping of proteins and phosphopeptides

We mapped pQTL, phQTL, and adj_phQTL in all three tissues. We computed a genome-wide adjusted *p*-value for each trait and then applied a false discovery rate adjustment (FDR < 0.1) to account for the number of proteins or peptides (Methods). We identified 1608, 1801, and 1609 pQTL (Fig. 3A); 211, 251, and 275 phQTL (Fig. 3B); and 40, 58, and 41 adj-phQTL (Fig. 3B) in heart, kidney, and liver tissue, respectively (Additional file 5: Table S4). We defined local QTL as being located within 10 Mbp of the midpoint of the protein-coding gene, all others are distant QTL. Mapping resolution of the CC panel is not uniform across the genome and we noted several instances where QTL classified as distant were clearly local, based on the local LD structure. We see greater sharing across tissues for local pQTL (41% are present in at least two tissues) compared to distant pQTL (11% are present in at least two tissues) (Additional file 1: Fig. S3A). This is consistent with previous studies on multi-tissue gene expression QTL (eQTL) [19, 40]. The proportion of phQTL shared across tissues is lower, with only five local and one distant phQTL found in all three tissues and 10.5% of all phQTL present across two or more tissues (Additional file 1: Fig. S3B). The sharing of adj-phQTL is lower still, with only one local (EIF3B pS90; Figs. 3C and S3C) and one distant (ATP5A1 pS53) site found across all three tissues and only 10.5% of all adj-phQTL present in two or more tissues. The majority of adj-phQTL have a corresponding phQTL (81.8% of all adj-phQTL) (Figs. 3B and S3D). The lower proportion of sharing across tissues for phQTL and adj-phQTL could be due to tissue specificity of phosphorylation, but we cannot rule out reduced mapping power for phosphopeptides relative to proteins.

**Fig. 3:**
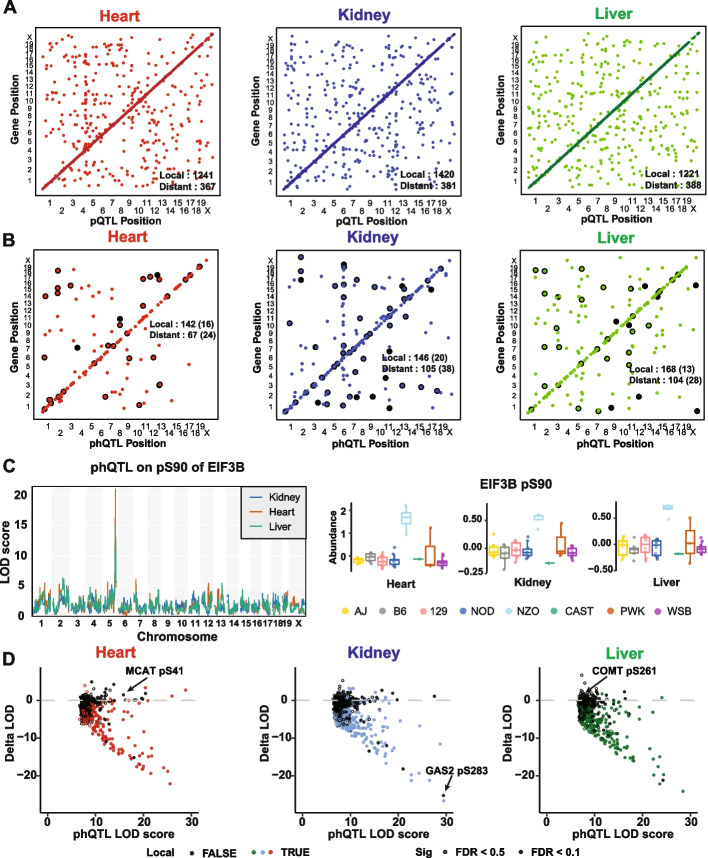
pQTL and phQTL mapping from CC strains in heart, kidney, and liver tissues. Stringently detected (FDR < 0.1) **A** pQTL, **B** phQTL, and adjusted phQTL in heart (left), liver (middle), and kidney (right) tissues. QTL are plotted by the genomic positions of proteins against QTL coordinates. Adjusted phQTL were highlighted in black. **C** Adjusted phQTL identified on EIF3B pS90 co-mapped in all three tissues. Relative abundances (batch corrected log_2_ intensity) of EIF3B pS90 in each tissue were grouped based on founder local haplotypes. **D** LOD scores of local and distant phQTL (FDR < 0.1 or 0.5) changed after adjusting for their parent protein abundances in heart, kidney, and liver tissues. MCAT pS41, GAS2 pS283, and COMT pS261 were labelled

To determine how much of the genetic contribution to phQTL is mediated through abundance of their parent proteins, we first looked at the correlation of allele effects at concordant pQTL-phQTL pairs. We observed high positive correlations for most pairs, consistent with shared genetic effects (Additional file 1: Fig. S3E). We then calculated the difference of the LOD score for each phQTL before and after adjusting for parent protein abundance. If the LOD score drops after adjustment, this indicates that the phQTL is at least partially mediated through variation in the abundance of the parent protein. The phQTL with the greatest reduction in LOD score (Delta LOD percentage < − 50%, FDR < 0.1) were primarily local phQTL (89.5–95.7% across tissues), although a few distant phQTL (*N* = 21) showed a similar reduction in LOD score (Fig. 3D, Additional file 6: Table S5). We looked at a larger set of phQTL using a less stringent multiple testing correction (FDR < 0.5) and saw the same pattern. We conclude that local genetic effects on phosphopeptide abundance are often mediated through parent protein abundance. However, a substantial number of phQTL, especially those that are distant from the coding gene, show little or no drop in LOD score after adjustment, indicating that these phQTL are responding to genetics effects independent of their parent protein abundance. The drop in LOD scores for many phQTL falls somewhere between these extremes, indicating that they are influenced by parent protein abundance and by independent mechanisms.

We note that the genetic effects on phosphopeptides can be modified by sex. Our experimental design, with one male and one female mouse from each CC strain, is well suited for mapping QTL with genetic effects that differ between the sexes, which we refer to as sex-interactive QTL. We mapped 2, 43, and 5 sex-interactive pQTL (FDR < 0.1) in heart, kidney, and liver, respectively (Additional file 1: Fig. S3F). We identified 4 sex-interactive phQTL in kidney (3 local and one distant). We found no sex-interactive phQTL in heart or liver and no sex-interactive adj-phQTL in any tissue. The local sex-interactive phQTL for HAO2 pS171 illustrates how sex and genetic variation can simultaneously affect protein and phosphoprotein abundance (Additional file 1: Fig. S3G). Female mice generally have higher phosphorylation of HAO2 pS171 relative to their male counterparts, but the magnitude of the sex effect is amplified for mice with the CAST allele at this QTL.

### Distant phQTL effects are mediated through kinases, phosphatases, and cytokines

Phosphopeptide abundance can be driven by abundance of the parent protein (Mechanism 1), and by factors that affect phosphorylation levels independently of protein abundance (Mechanism 2; Fig. 4A). We set out to quantify the relative contributions of these two mechanisms and to identify candidate mediators of Mechanism 2, which we expected to be enriched for kinases, phosphatases, and upstream regulators of protein phosphorylation.

**Fig. 4:**
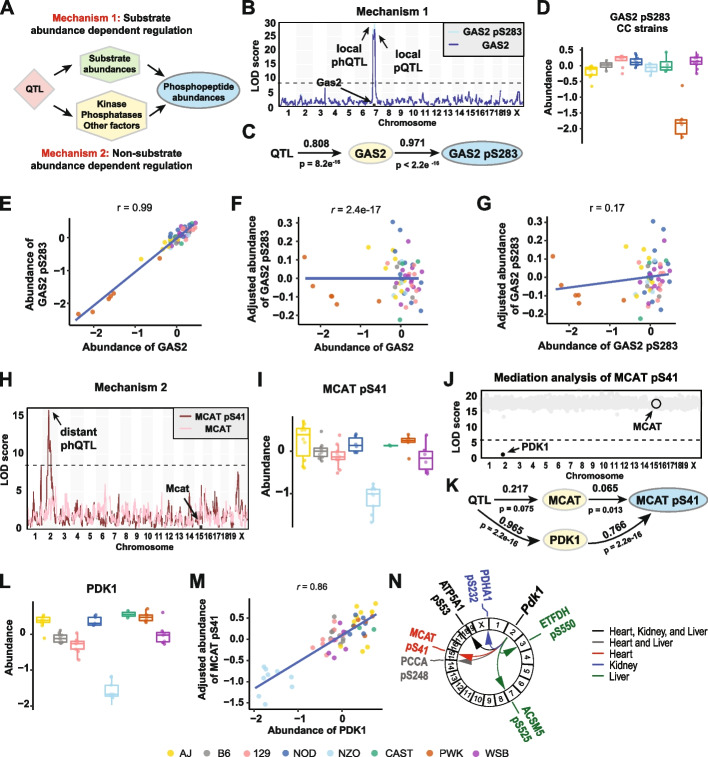
Phosphopeptide abundance can be regulated by substrate abundance dependent or non-substrate abundance dependent mechanisms.** A** Diagram showing how the genetic effect resulting in phQTL detection may be regulated by either parent protein abundance (batch corrected log_2_ intensity) changes (Mechanism 1) or by phosphorylation stoichiometry (Mechanism 2) or both. **B** Genome scans for GAS2 and GAS2 pS283 in kidney tissue. **C** Path diagram of GAS2 pS283 abundance regulation in kidney tissue. **D** The *PWK* allele of the GAS2 pS283 phQTL drove low phosphopeptide abundance in kidney tissue. Data were categorized based on the founder haplotye at the identified pQTL. **E** Abundances of overall GAS2 and GAS2 pS283 were highly correlated (*r* = 0.99). Points are colored based on founder haplotype at *Gas2*. **F** Overall abundance of GAS2 and adjusted abundance (residual from regression of batch corrected log_2_ intensity) of GAS2 pS283 were not correlated (*r* = 2.4e−17). Points are colored based on founder haplotype at *Gas2*. **G** Abundance of GAS2 pS283 and adjusted abundance of GAS2 pS283 were not correlated (*r* = 0.02). Points are colored based on founder haplotype at *Gas2*. **H** Genome scans for MCAT and MCAT pS41 in heart tissue. **I** *NZO* alleles at *Pkd1* drove the low abundances of MCAT pS41 in heart tissue. Colors denote the founder haplotype of additive allele effects at the identified pQTL of MCAT pS41. **J** Mediation analysis identified PDK1 expression as the mediator of MCAT pS41 abundances. Each gray dot is a mediation score representing the MCAT pQTL LOD score conditioned on a protein as candidate mediator. **K** Path diagram of MCAT pS41 abundance regulation in heart tissue. **L** *NZO* alleles at *Pkd1* drove the low abundances of PDK1 in heart tissue. Colors denote the founder haplotype of additive allele effects at the identified pQTL of MCAT pS41. **M** The adjusted abundances of MCAT pS41 and PDK1 were highly correlated (*r* = 0.86) in heart tissue. **N** Mediation analysis identified PDK1 as the mediator of several phQTL in heart, kidney, and liver tissue, respectively

We observed that many phQTL have a corresponding pQTL but no corresponding adj-phQTL, i.e., the LOD score drops when the phosphopeptide is adjusted for the parent protein abundance (Fig. 3D). The genetic effects at these phQTL are mediated by Mechanism 1. For example, a pQTL on chromosome 7 at 64Mb explains 81% of variation in the abundance of the protein GAS2 in kidney (*p* = 8.2e−16) (Fig. 4B,C). The abundance of GAS2 is low in animals with the PWK allele at this locus (Fig. 4D). The abundance of GAS2 pS283 is highly correlated with its parent protein’s abundance (*r* = 0.99) (Fig. 4E). After adjusting for GAS2 abundance, GAS2 pS283 is no longer associated with the genotype at the phQTL locus (Fig. 4G). Additional examples of phQTL that are mediated through parent proteins include TPMT pS34 (Additional file 1: Fig. S4A-D) and MTX3 pS284 (Additional file 1: Fig. S4E-H). Common features of phQTL consistent with Mechanism 1 are a strong local pQTL for the parent protein and strong correlation between the parent protein and the phosphopeptide.

We observed 74 distant phQTL that had no corresponding pQTL, and after adjusting for parent protein abundance, the adj-phQTL remained significant (Fig. 3D). The genetic effects at these QTL are mediated primarily by Mechanism 2. For example, MCAT pS41 in heart (Additional file 1: Fig. S5) has distant phQTL and adj-phQTL on chromosome 2 at 71.8Mb (Fig. 4H). The abundance of MCAT pS41 is low when this Chr 2 locus carries an NZO allele (Fig. 4I). To identify the gene candidates responsible for this effect, we applied mediation analysis to evaluate the transcripts and proteins in the phQTL region on Chr 2 (Methods). 

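RNA sequencing of heart, kidney and liver covered 116 mice, a female and a male of each of 58 CC strains, which gave 58 libraries per sex in each tissue. The authors aligned the reads with bowtie to the pooled transcriptomes of the founder strains, estimated the total count of each gene with EMASE in the GBRS software and deposited these estimated counts without normalization. Estimated counts need not be whole, and 73.9% of the values in heart, 71.3% in kidney and 71.8% in liver lay within 1e-06 of a whole number. Genes without expression in a large part of the samples had been left out by the authors, and none of the 20976 genes listed for heart, 23072 for kidney and 19805 for liver had a count of 0 in more than 49.1% of the libraries of the tissue.
In heart, the counts of a library summed to between 21476696 and 32107752 in females (median 24654442) and between 13338288 and 63932624 in males (median 23713298). In kidney, the sums ranged from 15810281 to 53740074 in females (median 20824822) and from 12947084 to 71072410 in males (median 21429779). In liver, they ranged from 10975884 to 31869663 in females (median 24499638) and from 12940503 to 43535124 in males (median 24518266). The paper states its depth as a range of reads per sample, up to 40M, and the values reported here use the deposited counts, which exceeded 40M in 18 of 348 libraries.
The counts were rounded to whole numbers and brought to the variance stabilized (VST) scale of the paper, a log2 scale, in each tissue with DESeq2. The founder haplotypes of the mice were not among the data used here, so the genetic effects themselves were not mapped again. The share of a transcript's variation that the mice of a strain have in common was measured instead, as the intraclass correlation between the female and the male of a strain after the mean of each sex was subtracted. Its p-value comes from a one-sided permutation test that shuffled the males among the strains 100000 times, with Benjamini-Hochberg adjustment over 142 pairs of a named gene and a tissue, of which 119 had an adjusted p below 0.05. Over all genes, the median intraclass correlation was 0.334 in heart, 0.334 in kidney and 0.340 in liver. In edgeR's quasi-likelihood F-test with sex in the model, 10658 genes in heart, 11844 in kidney and 9793 in liver differed between strains at a Benjamini-Hochberg FDR below 0.01.
The libraries labelled CC044 female in all 3 tissues and CC009 female in kidney held almost no Xist transcript, and the kidney library labelled CC029 male held many transcripts of strain CC023. They were kept under their labels. Without these strains, no transcript named as a mediator here changed its side of the threshold.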

The strongest mediation signature was found for PDK1, *pyruvate dehydrogenase kinase 1* (Fig. 4J,K). The transcript abundance of *Pdk1* was also identified as a mediator. 

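Pdk1 (ENSMUSG00000006494) lies on chromosome 2 of GRCm38 from 71873224 to 71903858. In heart, its count divided by the DESeq2 size factor of the library was 4613 ± 2175 in females (SD, n = 58) and 4420 ± 2292 in males (SD, n = 58). The strain means of the transcript ran from 8.94 to 13.10 on the VST scale around a median of 12.09, a range of 4.16. Their SD of 0.96 was larger than the SD of 0.39 between mice of the same strain. The intraclass correlation of the strain pairs was 0.844 (permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2.6e-05), higher than that of 96.9% of the genes in heart. Removing the first 5 principal components of the heart data moved this value most, to 0.941. No difference between the sexes was detectable in heart, with a log2 fold change of males over females of -0.12 (standard error 0.07, adjusted p = 0.417 from edgeR's quasi-likelihood test with strain as a block). In Table S5, the paper's mediation z-score for the Pdk1 transcript and MCAT pS41 is -26.7.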

PDK1 has a local pQTL with low expression in mice with an NZO allele (Fig. 4L), and PDK1 abundance is tightly correlated with MCAT pS41 (Fig. 4M). The pQTL of PDK1 explains 97% (*p* < 2.2e−16) of the variation in PDK1 abundance and 77% (*p* < 2.2e−16) of variation in MCAT pS41 abundance. The effect of the pQTL on MCAT was not significant, and the effect of MCAT abundance on MCAT pS41 was significant but weak (Fig. 4K), confirming that the phQTL on MCAT pS41 is primarily driven by PDK1 abundance. Across all three tissues, we found a total of 9 distant phQTL (on 6 different proteins) that map to the *Pdk1* locus on Chr 2 and are mediated by PDK1, including the confirmed substrate of PDK1, pyruvate dehydrogenase E1 component subunit alpha, PDHA1 [41] (Fig. 4N). The phQTL at Chr 2 for ATP5A1 pS53 is found in all three tissues, and the phQTL for PCCA pS248 is found in heart and liver tissues. These results indicate that PDK1 is the upstream kinase of these phosphorylation sites.

We found 45 examples of phosphopeptides whose abundance is influenced by both mechanisms 1 and 2 to different degrees and with genetic associations that are local, distant, or both. For example, the protein COMT in liver has a local pQTL on Chr 16 at 18Mb, and COMT pS261 has a distant adj-phQTL on Chr 13 at 54.8Mb (Fig. 5A). The local pQTL drives higher expression of COMT in the presence of a CAST allele (Fig. 5B). After adjusting for COMT abundance, the adjusted phosphopeptide shows high abundance in the presence of a WSB allele at the distant phQTL (Fig. 5C). Mediation analysis of the Chr 13 QTL identified the transcript of *Cdc14b* as a candidate mediator of phosphorylation (Fig. 5D). 

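Cdc14b (ENSMUSG00000033102) lies on chromosome 13 of GRCm38 from 64189268 to 64275290. In liver, it had 879 ± 205 normalized counts in females (SD, n = 58) and 853 ± 230 in males (SD, n = 58). The strain means spread over 1.45 on the VST scale, from 8.77 to 10.22 with a median of 9.84. Mice of the same strain differed with an SD of 0.29, not much less than the SD of 0.34 between strain means. The intraclass correlation was 0.477 (permutation test, p = 0.00012, adjusted p = 0.00025), above that of 70.2% of the genes in liver. It rose to 0.618 when the first 5 principal components of the tissue were removed.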

We note that CDC14B was not quantified in the proteomics analysis. The distant adj-phQTL for COMT pS261 co-maps with a local eQTL for *Cdc14b* on Chr 16 and exhibit mirrored allele effects, i.e., the WSB allele confers low expression of *Cdc14b* but high abundance of COMT pS261, resulting in negative correlation between COMT pS261 and *Cdc14b* mRNA abundance. Regressing out the effect of COMT protein abundance on the abundance of the COMT pS261 phosphopeptide improves this correlation between *Cdc14b* mRNA and COMT pS261, which confirms that abundance of COMT pS261 phosphopeptide is regulated by both its parent protein abundance and the transcript abundance of *Cdc14b* (Fig. 5E-G). The Chr 13 QTL explains 63% (*p* = 5.2e−9) of variation in COMT, and in turn, COMT explains 48% (*p* = 2.6e−9) of variation in COMT pS261. The QTL on Chr 13 explains 51% (*p* = 4.2e−6) of variation in *Cdc14b*, which in turn explains 38% (*p* = 2.8e−7) of variation in COMT pS261.

**Fig. 5:**
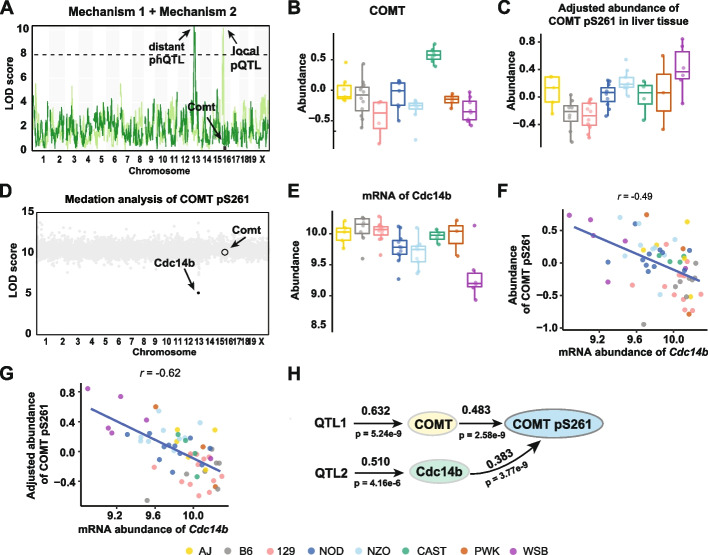
Phosphopeptide abundance can be regulated by both substrate abundance dependent and non-substrate abundance dependent mechanisms. **A** COMT pQTL and phQTL for COMT were mapped to different loci in liver tissue. **B** A local *CAST* allele at *Comt* drove high abundance of COMT in liver tissue. **C** Adjusted abundance of COMT pS261 categorized according to founder haplotype at *Cdc14b*. **D** Mediation analysis using transcriptomics data identified Cdc14b as the mediator of a phQTL for COMT pS261. Each gray dot is a mediation score representing the COMT pS261 phQTL LOD score conditioned on a transcript as candidate mediator. **E** Abundance of *Cdc14b* transcripts pS261 categorized according to founder haplotype at *Cdc14b*. The abundance of COMT pS261 is less correlated with *Cdc14b* transcripts before adjustment (*r* = −0.49) (**F**) compared to after adjustment **(G)** (*r* = −0.62). **H** Path diagram of COMT pS261 abundance regulation in liver tissue

A second example of complex regulation, LMNA pS394, was also found to be mediated by *Cdc14b* in heart (Additional file 1: Fig. S6 I-L). 

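In heart, Cdc14b had 681 ± 231 normalized counts in females (SD, n = 58) and 698 ± 276 in males (SD, n = 58). Its strain means ranged from 8.39 to 10.36 on the VST scale, and their median was 9.58. The spread between strains (SD 0.48) was larger than that between mice of a strain (SD 0.24). The 2 mice of a strain had an intraclass correlation of 0.769 (permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2.6e-05). The plot of the females' values against those of the males shows the wider scatter in liver and the closer pairing in heart. The difference between the 2 tissues in this correlation was not tested. The paper's z-score for the Cdc14b transcript and LMNA pS394 is -23.6. From the mediation by this transcript, the paper proposes that Cdc14b is the phosphatase upstream of LMNA pS394 in heart.

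**Figure D1:**
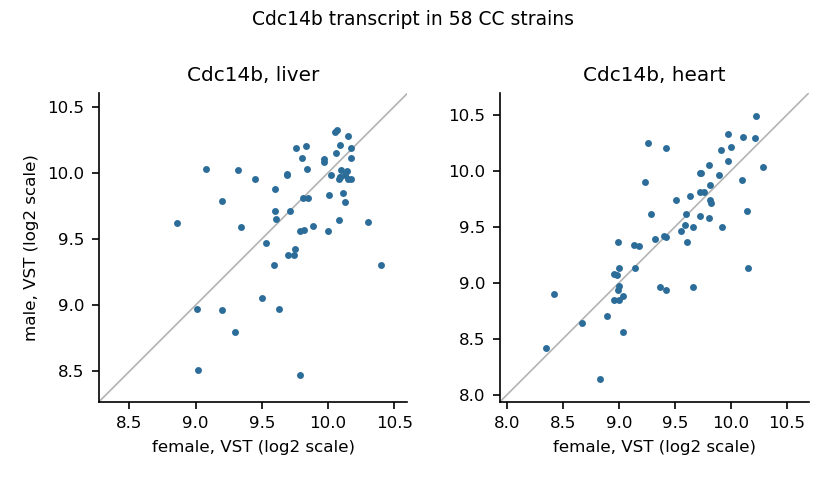
Cdc14b transcript on the VST scale (log2) in the female (horizontal axis) and the male (vertical axis) of each of 58 CC strains, in liver and in heart. Each point is a strain and the line marks equal values. The intraclass correlation is 0.477 in liver and 0.769 in heart.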

*Cdc14b* is a dual specificity protein phosphatase known to be involved in DNA damage response [42] and cell cycle regulation [43], and based on this genetic data is the likely upstream phosphatase acting on COMT pS261 and LMNA pS394 in liver and heart, respectively. Additional examples with complex genetic regulation include PDLIM4 pS119 and NGEF pS606, both found in heart (Additional file 1: Fig. S6). 

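Il15 (ENSMUSG00000031712) lies on chromosome 8 of GRCm38 from 82331632 to 82403222. Its transcript is much less abundant in heart than those of Pdk1 and Cdc14b, with 227 ± 189 normalized counts in females (SD, n = 58) and 233 ± 187 in males (SD, n = 58), and single libraries had between 16 and 1093 counts. The strain means ran from 6.37 to 9.43 around a median of 7.82 on the VST scale. Their SD was 0.99, against 0.23 between mice of the same strain. The intraclass correlation of 0.948 was above that of 99.5% of the genes in heart (permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2.6e-05). On ranks within each sex it was 0.895.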

Genetic effects on PDLIM4 pS119 were mediated through PDLIM4 abundance and *Il15* transcript expression (Additional file 1: Fig. S6A-F). *Il15* is a cytokine, and signaling through *Il15* results in kinase SYK activation to stimulate cell proliferation [44]. Allele effects of the phQTL (PDLIM4 pS119), the eQTL (*Il15*), and mediation analysis are all consistent with higher levels of *Il15* leading to higher levels of PDLIM4 pS119. 

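Prkca (ENSMUSG00000050965) lies on chromosome 11 of GRCm38 from 107933387 to 108343928. Table S5 lists the Prkca transcript as a mediator of NGEF pS606 in kidney, where the paper's z-score is -17.3. In kidney, Prkca had 602 ± 252 normalized counts in females (SD, n = 58) and 685 ± 305 in males (SD, n = 58). The strain means reached from 5.82 to 10.43 on the VST scale, with a median of 9.34. The lowest of them, that of CC004, lay apart from the next at 8.31. The SD of 0.69 between strain means was larger than the SD of 0.27 between mice of a strain. Their intraclass correlation was 0.855 (permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2.6e-05). On ranks, where the lowest strain has no more weight than any other, it was 0.766. In heart, the transcript had an intraclass correlation of 0.787 with the same adjusted p, and 0.546 on ranks. The plot of Il15 in heart and Prkca in kidney gives the values of each strain.

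**Figure D2:**
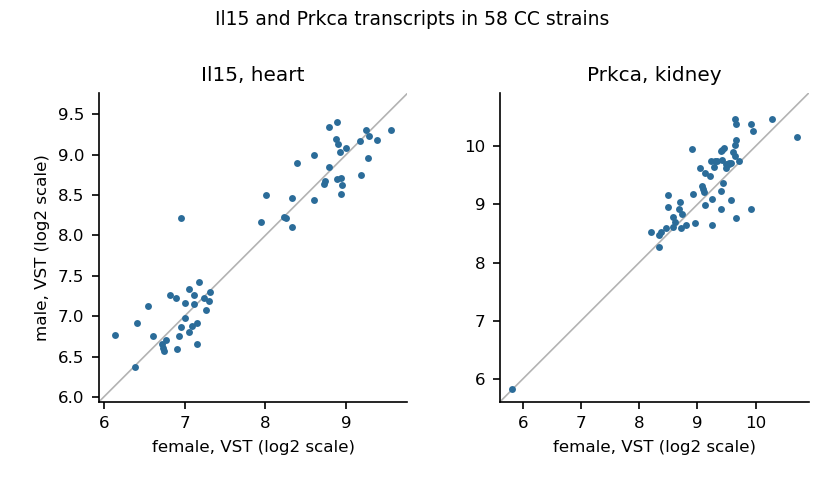
Transcript levels on the VST scale (log2) in the female (horizontal axis) and the male (vertical axis) of each of 58 CC strains, for Il15 in heart and Prkca in kidney. Each point is a strain and the line marks equal values. The strain means of Il15 run from 6.37 to 9.43 and those of Prkca from 5.82 to 10.43.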

For NGEF pS606, we found that its distant phQTL was mediated through the transcript abundance of *Prkca*, protein kinase C, alpha (Additional file 1: Fig. S6G-L).

In summary, we found that most local phQTL have a corresponding pQTL and are primarily driven by their parent protein abundance (mechanism 1), while distant phQTL with adj-phQTL are primarily driven by factors that are independent of the parent protein abundance (mechanism 2). We identified many examples of regulation of phosphopeptides by both mechanisms 1 and 2 (Additional file 6: Table S5). These include 6 kinases (*Pdk1*, *Mapkapk3*, *Nme6*, *Plk2*, *Prkca*, *Sbk3*), 3 phosphatases (*Cdc14a*, *Cdc14b*, Pxylp1), and additional genes that are known to be involved in cell signaling transduction and affect protein phosphorylation, including *Il15*, *Negr1*, and *Stat6*.

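Each of these 12 transcripts was examined in the tissues for which Table S5 lists it as a mediator, which makes 16 pairs of a gene and a tissue. All 16 pairs had an adjusted p below 0.05 for the intraclass correlation between the mice of a strain (one-sided permutation test). The correlations ran from 0.278 for Sbk3 in heart to 0.948 for Il15 in heart, with a median of 0.746, and 14 of the 16 pairs were above the 75th percentile of all genes of their tissue. For Sbk3, the SD of 0.57 between mice of a strain was larger than the SD of 0.54 between strain means (adjusted p = 0.023), and its correlation fell to 0.189 (adjusted p = 0.084) when the first 5 principal components of the heart data were removed. Stat6 in heart had the narrowest range of strain means, 0.70 on the VST scale, with an SD of 0.08 between mice of a strain and an intraclass correlation of 0.702. Mapkapk3 in liver had 0.882, Cdc14a in liver 0.723, Pxylp1 in heart 0.910, Negr1 in kidney 0.580 and Plk2 in liver 0.559 as intraclass correlation. Nme6 in kidney had 0.505, which fell to 0.295 (adjusted p = 0.016) under the same removal of components, and the paper's z-score for it, -6.70, is above the limit of -8 that its methods set for strong candidate mediators. Cdc14a in liver was a low transcript, with 9 to 127 counts in single libraries.
Pdk1 is listed in all 3 tissues. In kidney it had an intraclass correlation of 0.852 and strain means from 8.45 to 10.62 on the VST scale, and in liver 0.877 and from 8.73 to 11.94. Females had the higher level in kidney, with a log2 fold change of males over females of -0.55 (standard error 0.04, adjusted p = 5.7e-18 from edgeR's quasi-likelihood test) and a higher value in the male in 3 of 58 strains. In liver, the same fold change was -0.31 (standard error 0.05, adjusted p = 8.6e-07), with the male higher in 11 of 58 strains.
The complete lists of transcript mediators in Table S5 hold 165 genes for heart, 97 for kidney (96 of them in the counts) and 83 for liver. Their median intraclass correlation was 0.618 in heart, 0.597 in kidney and 0.681 in liver. Random lists of the same size and like expression level had a median of 0.356, 0.362 and 0.366, and 0 of 10000 such lists reached the observed median in any of the tissues. The paper chose these mediators on the same mice, so the comparison describes the lists and is not independent evidence. From distant phQTL that had no pQTL and stayed significant after adjustment for the parent protein, the paper concludes that such phQTL are driven mainly by factors independent of the parent protein's abundance.

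**Figure D3:**
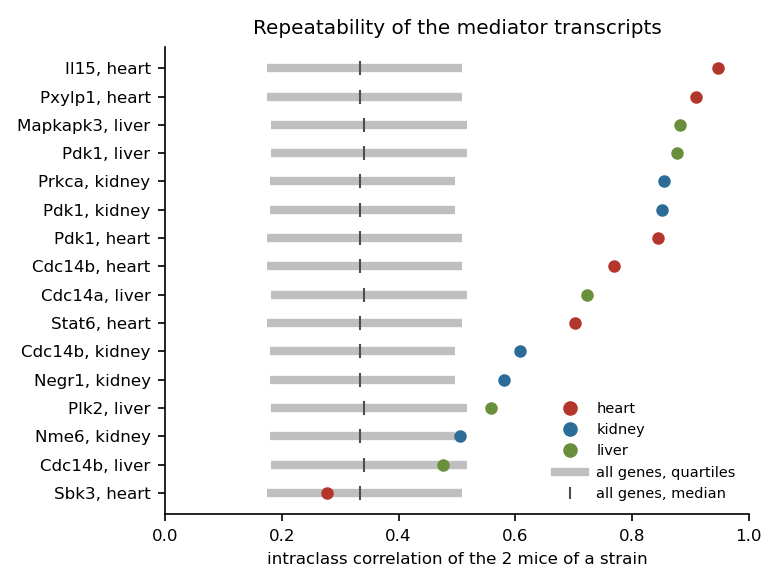
Intraclass correlation of the female and the male of a strain (horizontal axis) for the 16 pairs of a mediator transcript and a tissue (vertical axis). Gray bars and ticks give the quartiles and the median of all genes of the tissue. The values run from 0.278 for Sbk3 to 0.948 for Il15.

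**Figure D4:**
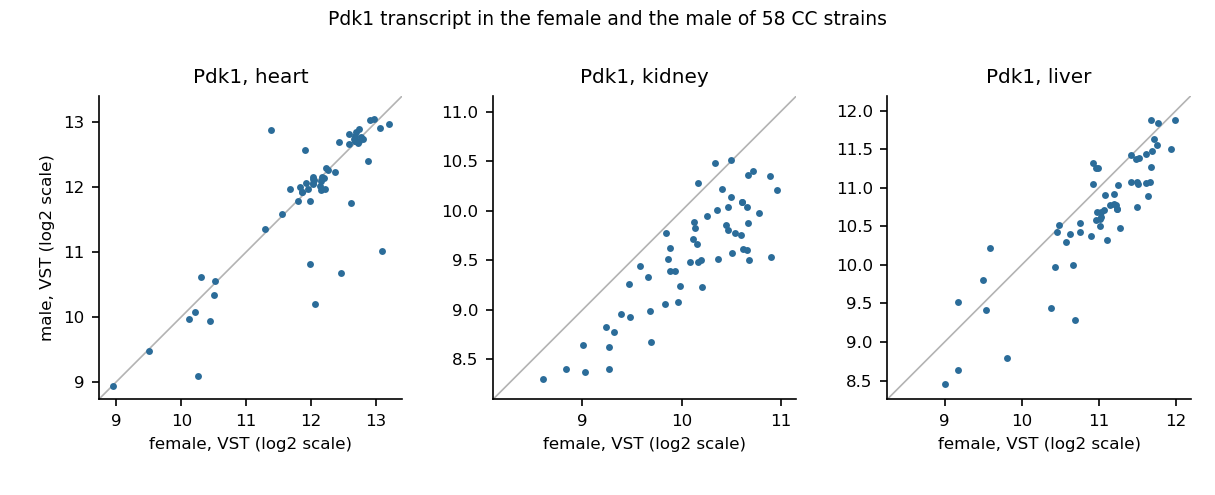
Pdk1 transcript on the VST scale (log2) in the female (horizontal axis) and the male (vertical axis) of each of 58 CC strains in heart, kidney and liver. Each point is a strain and the line marks equal values, above which the male lies in 3 strains in kidney and in 11 in liver.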

### Regulation of phosphorylation sites within a protein

We next asked whether phosphopeptides that co-occur on the same protein were coordinately regulated. We identified 1151, 1148, and 1093 proteins with two or more phosphopeptides quantified in heart, kidney, and liver tissues, respectively (Additional file 1: Fig. S1A). To determine whether phosphorylation sites on the same protein were potentially co-regulated, we looked at the correlation of the abundances of phosphopeptides from the same protein. (Additional file 1: Fig. S7A-B). In each tissue, the median correlation of phosphopeptides decreased but remained significant after adjustment based on their parent proteins, indicating that phosphopeptides from the same protein can be co-regulated independently of parent protein abundance. For example, we quantified 7 phosphopeptides from EGFR in liver tissue with correlations among the adjusted phosphopeptides ranging from −0.049 to 0.598 (Fig. 6A). While only one of these sites had a significant adj-phQTL (pS1044, Chr 9 at 107Mb), two sites had sub-threshold adj-phQTL with allele effects that are consistent with a shared adj-phQTL, suggesting that phosphorylation sites on EGFR can be co-regulated.

**Fig. 6:**
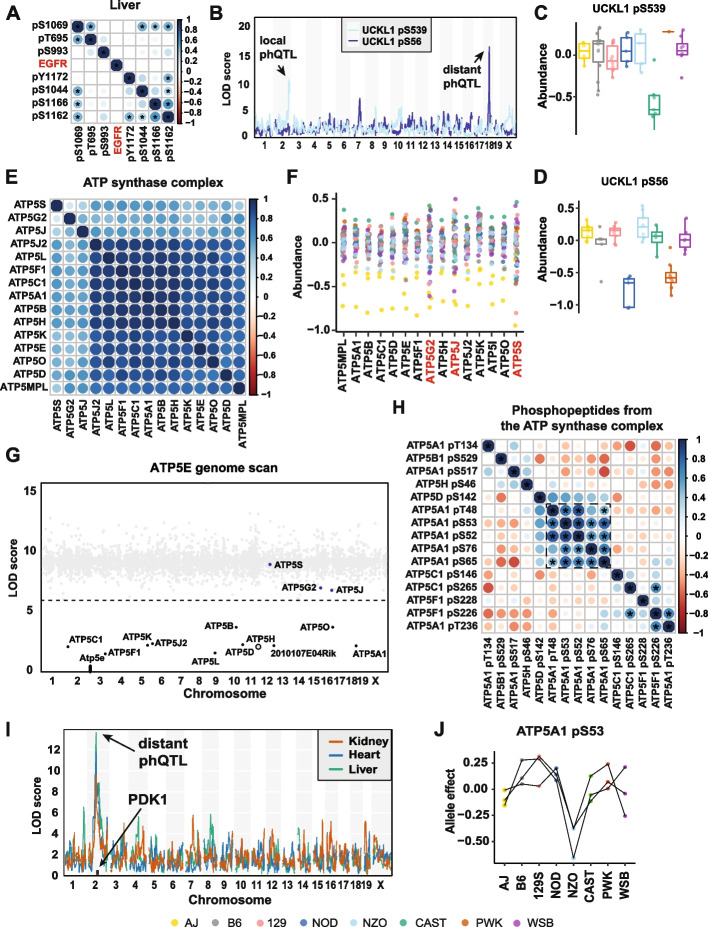
Phosphorylation sites on one protein can be regulated coordinated and not coordinated.** A** Heatmap of Pearson correlations of abundances of phosphopeptides from parent protein ABLIM1. **B** Genome scans of pS539 and pS56 on UCKL1 in kidney tissue. **C** A local CAST allele at *Uckl1* drove low abundance of UCKL1 pS539 in kidney tissue. **D** Distant NOD *and* PWK allele on chromosome 18 drove low abundance of UCKL1 pS56 in kidney tissue. **E** Heatmap of Pearson correlations among all proteins quantified in ATP synthase complex in heart tissue. **F** The *AJ* allele at *Atp5h* drove low abundance of the entire ATP synthase complex in heart tissue. All quantified ATP synthase complex subunits have low protein abundance in CC032, CC033, and CC044 strains, which possess the *AJ* allele, in heart data. **G** Mediation analysis using proteomics data identified ATP5H as the mediator of a phQTL for ATP5E. Each gray dot is a mediation score representing the ATP5E pQTL LOD score conditioned on a protein as candidate mediator. ATP5H was detected as the strongest mediator of the ATP5E distal pQTL in heart tissue. All ATP synthase complex subunits have mediation *z*-scores < −8 and were highlighted in black. Other quantified ATP synthase complex subunits, ATP5S, ATP5G2, and ATP5J, were highlighted in blue. Horizontal dashed line at LOD of 6 was included for reference. **H** Heatmap of Pearson correlations among all phosphorylation events quantified from the ATP synthase complex in heart tissue. The correlations among the five sites from ATP5A1 are highlighted by a dashed square. Correlation with FDR < 0.01 were highlighted using stars. **I** Genome scans of ATP5A1 pS53 in the three tissues, revealing co-mapping phQTL in all the three tissues. **J** Allele effects of ATP5A1 pS53 phQTL were highly correlated in the three tissues

Phosphorylation sites on one protein can be regulated differently. For example, abundances of UCKL1 pS56 and UCKL1 pS539 are not correlated (*r* = 0.020), and genetic mapping identifies a local phQTL on chr 2 for UCKL1 pS539 and a distant phQTL on chr 18 for UCKL1 pS56 (Fig. 6B). The CAST allele drives the low abundance of UCKL1 pS539 (Fig. 6C), and NOD and PWK alleles drive the low abundance of UCKL1 pS56 (Fig. 6D), presenting an example of phosphorylation sites on one protein that are regulated by distinct mechanisms. An adj-phQTL was identified for UCKL1 pS56 but not for UCKL1 pS539. We conclude that the local phQTL of UCKL1 pS539 was mediated through protein abundance (Mechanism 1), whereas the phQTL of UCKL1 pS56 was independent of protein abundance regulation (Mechanism 2).

### Genetic regulation of the ATP synthase complex

We conclude with two examples that illustrate how these data can be used as a resource to dissect the genetic regulation of protein and phosphopeptide abundance. The first example is the ATP synthase complex, which is localized to the inner mitochondrial membrane where it converts ADP to ATP as the final step of oxidative phosphorylation [45]. In heart tissue, we quantified 15 subunits of the complex and detected 15 phosphopeptides. The complex is present in kidney and liver as well, but fewer proteins and phosphopeptides were detected in these tissues.

Previously, we demonstrated that proteins that form complexes are often co-regulated [24, 25] . The abundance of subunits from the ATP synthase complex are tightly correlated (median correlation *r* = 0.83) (Fig. 6E). In heart tissue, several subunits share a significant co-mapping distant pQTL on Chr 11 at 96Mb, which is the location of the *Atp5h* gene. Mediation analysis of the distant pQTL identified ATP5H as the mediator of complex-wide protein abundance (Additional file 6: Table S5). The A/J allele at *Atp5h* is associated with low complex-wide abundance, consistent with stoichiometric regulation of the complex by the lowest expressed subunit (Fig. 6F,G) [24, 25].

We looked at phosphorylation sites across the complex in heart tissue. The abundance of phosphopeptides from the ATP synthase complex are less tightly correlated (median correlation *r* = 0.049) compared to the proteins (Fig. 6E, H). Similar results were seen in liver and kidney (Additional file 1: Fig. S7C-F). Among the 15 phosphorylation sites detected, a cluster of sites in ATP5A1 including pS53 are highly correlated, and share a suggestive (FDR < 0.5) genetic association with the *Pdk1* locus. ATP5A1 pS53, which is quantified in all three tissues, has a distant adj-phQTL on Chr 2 at 73 Mb that is mediated by PDK1 (Fig. 6I, Additional file 1: Fig. S7C), and has low levels of phosphorylation associated with the NZO allele at this locus (Fig. 6J). We also identified two significant (FDR < 0.01) correlations between sites in different subunits: ATP5F1 pS226 and ATP5A1 pT236, and ATPF1 pS226 and ATP5C1 pS265, suggesting possible coordination of phosphorylation activity across subunits within the Atp5 synthase complex.

### Genetic regulation of propionyl-CoA carboxylase

PCCA and PCCB together make up the biotin-dependent propionyl-CoA carboxylase (PCC), a mitochondrial enzyme involved in the catabolism of odd chain fatty acids and branched-chain amino acids [46, 47]. A single phosphorylation site pS248 on PCCA was detected in all three tissues, whereas no phosphopeptides were found from PCCB. The site PCCA pS248 had a significant distant adj-phQTL on Chr 2 at 72Mb in both heart and liver. There is a suggestive distant adj-phQTL at the same locus in kidney (LOD = 6.7). In all three tissues, the Chr 2 QTL had a low NZO allele (Fig. 7A, B) and was mediated through PDK1 (Fig. 7C).

**Fig. 7:**
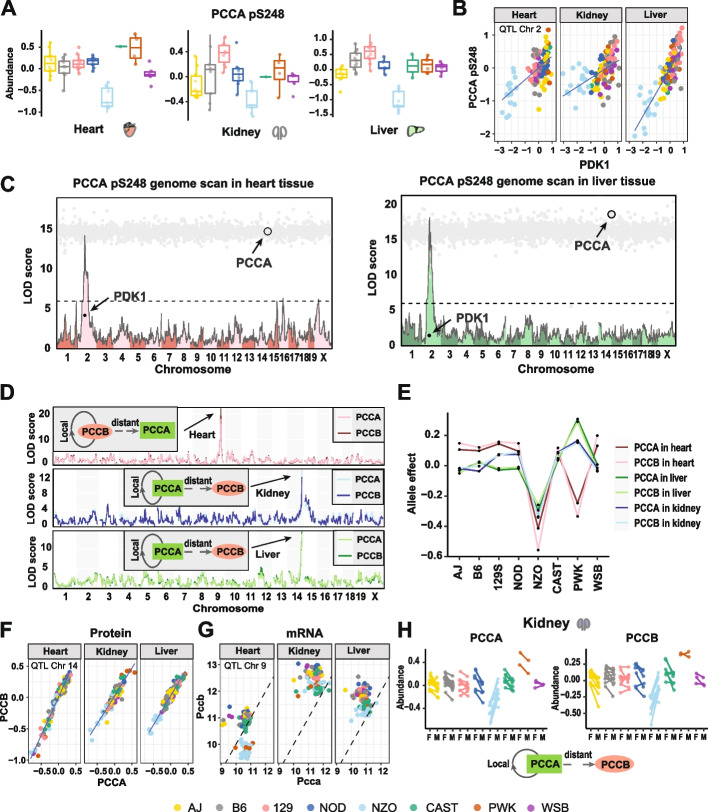
Genetic regulation of PCCA and PCCB across three tissues.** A** Co-mapping distant phQTL of PCCA pS248 was identified in liver and heart but not kidney tissue. NZO allele drove the low level of this phosphorylation event. Data were categorized based on the founder haplotye at the identified phQTL. **B** Abundances of PDK1 and PCCA pS248 were highly correlated in heart and liver but not in kidney tissue. Abundance of PDK1 and PCCA pS248 in each individual sample (116) were categorized based on the haplotye of the phQTL on PCCA pS248 in heart and liver tissues on Chromosome 2. **C** Genome scans for PCCA pS248 are overlayed with mediation scores in heart and liver tissues. Each gray dot is a mediation score representing the PCCA pS248 phQTL LOD score conditioned on a protein as candidate mediator. **D** Genome scans of PCCA and PCCB in all the three tissues. Local pQTL for PCCB and distant pQTL for PCCA co-mapped to the same locus in heart tissue. PCCB was identified as the mediator of the PCCA distant pQTL. Local pQTL for PCCA and distant pQTL for PCCB co-mapped to the same locus in liver tissue and kidney tissues. PCCA was identified as the mediator of the PCCB distant pQTL. **E** Allele effects of identified pQTL for PCCA and PCCB in the three tissues. **F** Protein abundance of PCCA and PCCB were highly correlated in each tissue. Protein abundance in each individual sample (116) were categorized based on the haplotye of the pQTL on PCCA in kidney and liver tissues on Chromosome 14. **G** The transcript level of *Pccb* is distinctly higher than the mRNA level of *Pcca* in kidney and liver tissues but not in heart tissue. mRNA abundance of *Pcca* and *Pccb* in each individual sample (116) were categorized based on the haplotye of the pQTL on PCCA in heart tissue on Chromosome 9. **H** Sex-interactive local pQTL on PCCA and sex-interactive distant pQTL on PCCB co-mapped to the same locus in the kidney tissue, characterized by a distinct NZO effect (NZO males with greater abundances than NZO females). PCCA was identified as the mediator of PCCB sex-interactive distant pQTL. Points are colored by founder haplotype at sex-interactive phQTL. Males and females from the same CC strain were connected by a line

We also identified a local pQTL on PCCB and PCCA has a co-mapping distant pQTL (Chr 9 at 100Mb) that is mediated by PCCB in heart tissue. Low expression of PCCA and PCCB is associated with the NZO and PWK alleles at the Chr 9 QTL. In kidney and liver, PCCA instead maps with the a local pQTL and PCCB has a distant pQTL (Chr 14 at 123Mb), mediated by PCCA (Fig. 7D). Low expression at the Chr 14 QTL is associated with the NZO allele. The protein abundances of PCCA and PCCB are tightly correlated in both tissues (*r* = 0.935 in kidney to *r* = 0.975 in heart, *p* < 2.2e−16; Fig. 7E, F). We hypothesized that the switching across tissues of the local and distant QTL for protein abundances was due to tissue-specific changes in stoichiometric regulation. This is confirmed by looking at the mRNA level at these genes (Fig. 7G). 

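Pcca (ENSMUSG00000041650) lies on chromosome 14 of GRCm38 from 122534324 to 122891100, and Pccb (ENSMUSG00000032527) on chromosome 9 from 100982032 to 101034898. The level of Pccb minus that of Pcca was taken within each mouse on the VST scale and averaged over the 2 mice of a strain. This difference was 0.95 ± 0.53 larger in kidney than in heart (SD, n = 58 strains; larger in 57 strains) and 0.79 ± 0.52 larger in liver than in heart (larger in 57 strains). Both had p = 1e-05 in a two-sided sign-flip permutation test over strains, the smallest that 100000 resamples can give, and an adjusted p of 1.5e-05 over the 3 pairs of tissues. Kidney exceeded liver by 0.16 ± 0.32 (larger in 41 of 58 strains, p = 0.00043, adjusted p = 0.00043), less than the spread between strains. Among males alone the difference of kidney from liver was 0.02 (adjusted p = 0.78). Whether the tissues use different isoforms of the 2 genes, which would change the lengths behind the counts, was not tested. From the order of the 2 mRNAs in each tissue, the paper concludes that the switch between local and distant QTL comes from tissue-specific stoichiometric regulation.

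**Figure D5:**
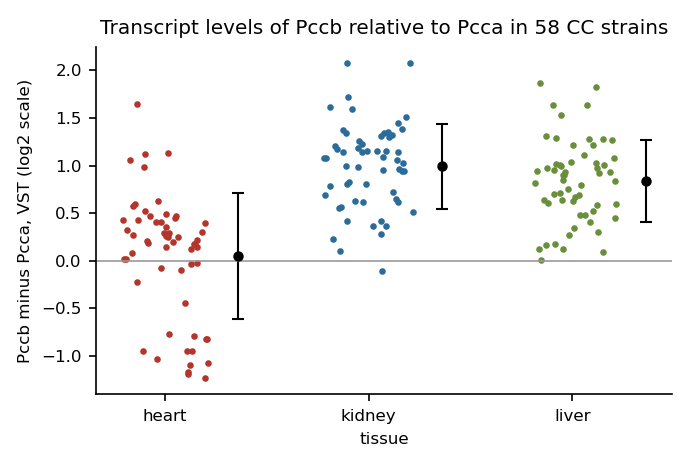
Pccb minus Pcca transcript level on the VST scale (vertical axis, log2) in heart, kidney and liver. Each colored point is the mean of the 2 mice of 1 of 58 CC strains, and the black point with its bar gives the mean and SD over strains. The mean is 0.05 in heart, 0.99 in kidney and 0.84 in liver.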

In kidney and liver, *Pcca* mRNA has lower abundance and the Chr 14 QTL (local to *Pcca*) is the common driver of PCCA and PCCB protein abundance. 

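In kidney, the Pccb transcript was higher than that of Pcca in 57 of 58 strains and in 114 of 116 mice, with a mean difference of 0.99 ± 0.45 on the VST scale (SD, n = 58 strains), a 2.00-fold difference in TMM-normalized CPM. Pccb had 5661 ± 1181 and Pcca 2637 ± 585 normalized counts in females (SD, n = 58), and 5723 ± 1248 and 3110 ± 717 in males (SD, n = 58). In liver, Pccb was the higher in 58 of 58 strains and in 113 of 116 mice, by 0.84 ± 0.43 or 1.80-fold. The normalized counts were 3084 ± 633 for Pccb and 1754 ± 350 for Pcca in females, and 3428 ± 769 and 1848 ± 337 in males. Both differences had p = 1e-05 (sign-flip permutation test over strains, two-sided, the smallest p it can give) and an adjusted p of 1.5e-05. Counts also depend on transcript length. Per kilobase of the longest annotated protein-coding transcript, 2592 bases for Pcca and 2320 for Pccb, the difference was 1.16 in kidney and 1.01 in liver. Per kilobase of the mean length of these transcripts, which lowered the difference most, it was 0.51 and 0.35, with Pcca the higher in 8 strains in kidney and 13 in liver. These means, 1012.2 bases for Pcca and 1426.8 for Pccb, include short annotated transcripts. That of Pccb is below the length of the coding sequence of the transcript Pccb-201, which has 541 codons. The 2 mice of a strain resembled each other little in their Pcca transcript in kidney (intraclass correlation 0.109, adjusted p = 0.20), although the value was 0.348 (adjusted p = 0.003) after the first 5 principal components were removed. In liver the correlation was 0.513 (adjusted p = 2.6e-05). The Pcca transcript was higher in males than in females in kidney, by 0.25 on the log2 scale (standard error 0.07, adjusted p = 0.00073 from edgeR's quasi-likelihood test; higher in 48 of 58 males).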

In heart, when NZO or PWK alleles are present at the Chr 9 locus (local to *Pccb*), the mRNA level of *Pccb* is lower than *Pcca*, and PCCB becomes the driver of protein abundances. This is consistent with stoichiometric regulation in which the gene with lowest mRNA expression becomes the genetic driver of protein complex abundance [24]. 

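In heart, neither transcript was the higher one over all strains. The mean of Pccb minus Pcca was 0.05 ± 0.66 on the VST scale (SD, n = 58 strains; sign-flip permutation test, p = 0.59, adjusted p = 0.59). Single strains ranged from -1.24 to 1.65. Pcca was the higher transcript in 19 strains and Pccb in 39, and in 18 strains both mice had more Pcca than Pccb. The difference was a property of the strain, with an intraclass correlation of 0.842 between the 2 mice (permutation test, p = 1e-05, the smallest that 100000 permutations can give). The order in heart depended on how transcript length was treated. Counts per kilobase of the longest annotated transcript gave 0.20 (adjusted p = 0.03) with Pcca higher in 15 strains, and counts per kilobase of the mean length gave -0.45 (adjusted p = 2e-05) with Pcca higher in 48 strains. The mean length of Pccb, 1426.8 bases, falls short of the coding sequence of Pccb-201, so that it cannot stand for the full transcript. Which strains carry the NZO or PWK allele at the Chr 9 locus was not in the data used here, so the order was not compared between alleles.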

We also note that the Chr 14 pQTL for PCCA (local) and PCCB (distant) in the kidney is sex-specific, with low expression in the presence of the *NZO* allele being most pronounced in females (Fig. 7H).

## Discussion

We quantified transcripts, proteins, and phosphorylated peptides across three tissues in a genetically diverse mouse population. Examining the adjusted phosphopeptides, we demonstrated that phosphorylation levels are heritable and can differ between sexes. We mapped pQTL, phQTL, and adj-phQTL and describe two distinct mechanisms for genetic regulation of phQTL. A large proportion of phQTL are mediated through protein abundance. Other phQTL remain significant after accounting for the effects of the parent protein abundance on phosphopeptide abundance (adj-phQTL) suggesting that genetic factors are likely affecting the levels of site-specific phosphorylation. We applied mediation analysis to identify proteins or transcripts that are candidate causal intermediates underlying distant adj-phQTL. These mediators included kinases, phosphatases, and upstream regulators involved in the phosphorylation process. We highlighted the most significant mediation effects above. However, there are many more examples of plausible mediation that can be mined from these data (Additional file 6: Table S5), providing experimentally testable hypotheses about the molecular interactions that mediate site-specific phosphorylation.

We identified PDK1 abundance as the mediator of nine adj-phQTL across three tissues. All nine phosphorylation sites were found in parent proteins involved in the respiratory chain, including sites on APT5A1 and PCCA with adj-phQTL that are shared across all three tissues. Low expression of PDK, specifically in mice carrying the NZO haplotype, leads to lower kinase activity and ultimately lower levels of phosphorylation on key proteins involved in respiratory chain metabolism. These findings are particularly interesting because the NZO mouse is a well-studied polygenic model for human metabolic syndrome [48, 49]. QTL mapping in the NZO mouse has identified *Tbc1d1* [50], *Zfp69* [51], and *Lepr* [52] as genes contributing to type 2 diabetes. Here, we identify a potential role for aberrant protein phosphorylation due to low expression of PDK1 that may further contribute to metabolic disease phenotypes characteristic of the NZO mouse.

While investigating the protein complex formed by PCCA and PCCB, besides the adj-phQTL identified on pS248 on PCCA, we identified two additional pQTL, one local to PCCA and the other local to PCCB, both with low expression of the NZO allele. 

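Pccb is transcribed from the minus strand of chromosome 9. The annotated transcript Pccb-201 has 15 exons in GRCm38 and encodes 541 codons. C100982310T and G100987863A are written here as substitutions on the plus strand, with positions counted along chromosome 9 of GRCm38, the build that the paper's methods name for the genotypes. The reference base of both is that of the GRCm38 transcript sequence. Position 100982310 lies in exon 15, in the 3′ untranslated region from 100982032 to 100982684, 375 bases after the stop codon. The plus-strand sequence around it is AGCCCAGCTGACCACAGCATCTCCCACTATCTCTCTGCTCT, in which it is base 21. Position 100987863 lies in exon 10, which runs from 100987781 to 100987904, and is base 21 of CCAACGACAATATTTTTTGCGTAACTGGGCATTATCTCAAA. It is the last base of codon 338, and the change leaves the encoded tyrosine as it is (Y338Y). In heart, the Pccb transcript had strain means from 9.44 to 11.28 on the VST scale with a median of 10.92. The SD between strain means was 0.57 and that between mice of a strain 0.11, and the intraclass correlation of 0.967 was above that of 99.7% of the genes in heart (permutation test, p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 2.6e-05). In kidney and liver the same correlation was 0.898 and 0.782. The alleles of the mice at these positions were not in the data used here, so transcript levels were not compared between them.

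**Figure D6:**
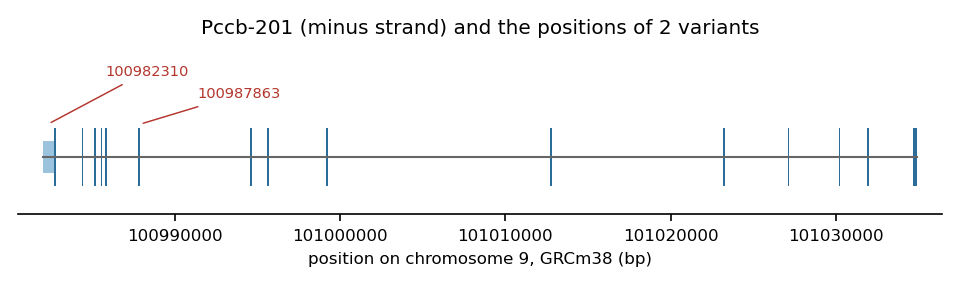
Map of Pccb-201 along chromosome 9 of GRCm38 (horizontal axis, bp), with coding parts of exons as dark tall boxes and untranslated parts as light low boxes. Positions 100982310 and 100987863 are marked, the former in the 3′ untranslated region and the latter in exon 10.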

In heart tissue, the C to T (100,982,310bp) and G to A (100,987,863bp) mutations specific to the NZO and PWK alleles potentially affect transcription and lead to the lower transcript level and protein level of PCCB (100,864,085–100,916,951bp). In kidney and liver tissues, NZO-specific mutations in *Pcca* may cause the low abundance of PCCA and PCCB. This example illustrates the complexity and delicacy of the mechanisms of genetic regulation of protein abundance and phosphorylation.

We recognize some limitations of the current study, including limitations on the power to map genetic associations for phQTL. We find suggestive evidence for many genetic effects on phosphopetides that may be real but did not reach stringent genome-wide and multiple testing adjusted significance criteria. The CC panel is finite and it is not possible to improve mapping power substantially by adding more strains. However, by adding more animals per strain, the precision of protein and peptide quantification can be improved to increase mapping power [23]. There were also instances where we did not detect phosphorylated peptides that must be present, for example, the ATP synthase complex in liver and kidney. Advanced mass spectrometry technology, especially targeted mass spectrometry technology could be developed and used to obtain better coverage and provide a more complete picture of the phosphorylated proteome [53].

## Conclusions

This integrative multi-omics analysis in genetically diverse CC strains provides a powerful tool to identify regulators of protein phosphorylation. Similar approaches could be used in combination with interventions, including mapping modifiers of transgenic models of disease [54]. The multi-omics data generated in this study provides a resource for further exploration. The upstream kinases, phosphatases, or other regulating factors identified here can seed hypotheses and motivate further mechanistic studies in disease models. Moreover, it sets a precedent for future studies of regulatory mechanisms for other post translation modifications (PTMs) of proteins, such as methylation and ubiquitination. Coupled with advanced mass spectrometry technology for deeper coverage, we foresee this strategy being used to provide a comprehensive regulatory map of PTMs.

## Methods

### Mice

We received pairs of young mice from 58 CC strains from the UNC Systems Genetics Core Facility between the summer of 2018 and early 2019. Mice were singly housed upon receipt until 8 weeks of age. More information regarding the CC strains can be found at https://csbio.unc.edu/CCstatus/index.py.

### Genotyping, founder haplotype reconstruction, and gene annotation

The genotyping and haplotype reconstruction for the CC mice were previously described [25]. Briefly, the 116 CC mice were genotyped on the Mini Mouse Universal Genotyping Array [55] (MiniMUGA), which includes 11,125 markers. Founder haplotypes were reconstructed using a Hidden Markov Model (HMM), implemented in the qtl2 R package [56], using the “risib8” option for an eight-founder recombinant inbred panel and Genome Reference Consortium Mouse Build 38 (mm10). Heterozygous genotypes were omitted, and haplotype reconstructions are limited to homozygous states, smoothing over a small number of residual heterozygous sites that remain in the CC mice. Ensembl v91 gene and protein annotations were used in the CC and founder strains.

### Sample preparation for proteomics and phosphoproteomics analysis

Proteome sample preparation and data analysis for the CC liver tissue was described previously [25]. We also collected kidney and heart tissues along with liver tissue. Singly housed CC mice had their food removed 6 h prior to euthanasia and tissue harvest. Tissues were dissected, weighed, and snap frozen in liquid nitrogen. Pulverized heart and kidney tissue were syringe-lysed in 8 M urea and 200 mM EPPS pH 8.5 with protease inhibitor and phosphatase inhibitor. BCA assay was performed to determine protein concentration of each sample. Samples were reduced in 5 mM TCEP, alkylated with 10 mM iodoacetamide, and quenched with 15 mM DTT. One hundred micrograms protein was chloroform-methanol precipitated and re-suspended in 100 μL 200 mM EPPS pH 8.5. The proteins were digested by Lys-C at a 1:100 protease-to-peptide ratio overnight at room temperature with gentle shaking. Trypsin was used for further digestion for 6 h at 37°C at the same ratio with Lys-C. After digestion, 50 μL of each sample was combined in a separate tube and used as the 16th sample in all 8 tandem mass tag (TMT) 16plex, rather than the 11plex used previously for liver tissue. Fifty microliters of each sample was aliquoted, and 12 μL acetonitrile (ACN) was added into each sample to 30% final volume. One hundred micrograms TMT reagent (126, 127N, 127C, 128N, 128C, 129N, 129C, 130N, 130C, 131N, 131C, 132N, 132C, 133N, 133C, 134N) in 10 μL ACN was added to each sample. After 1 h of labeling, 1 μL of each sample was combined, desalted, and analyzed using mass-spec. Total intensities were determined in each channel to calculate normalization factors. After quenching using 0.3% hydroxylamine, 16 samples were combined in 1:1 ratio of peptides based on normalization factors.

High-Select Fe-NTA Phosphopeptide Enrichment Kit (Thermo Fisher) was used to enrich the phosphorylated peptides (phosphopeptides) according to the manufacturer’s protocol. Flow through and washes from phosphopeptide enrichment were combined, dried, and fractionated with basic pH reversed phase (BPRP) high-performance liquid chromatography (HPLC) as described before. We used an Agilent 1260 pump equipped with a degasser and a single wavelength detector (set at 220 nm). Peptides were subjected to a 50-min linear gradient from 8 to 40% acetonitrile in 10 mM ammonium bicarbonate pH 8 at a flow rate of 0.6 mL/min over an Agilent 300Extend C18 column (3.5 μm particles, 4.6 mm ID and 250 mm in length). The peptide mixture was fractionated into a total of 96 fractions which were consolidated into 24. Twelve fractions were desalted and analyzed by liquid chromatography-tandem mass spectrometry (LC-MS/MS). Meanwhile, the eluent from the phosphopeptide enrichment was desalted and analyzed by LC-MS/MS.

### Liquid chromatography and tandem mass spectrometry

The method for proteome data collection in liver tissue was described previously [57]. Proteome data in heart and kidney tissues were collected on an Orbitrap Eclipse mass spectrometer coupled to a Proxeon NanoLC-1200 UHPLC. The peptides were separated using a 100-μm capillary column packed with ~35 cm of Accucore 150 resin (2.6 μm, 150 Å; Thermo Fisher Scientific). The mobile phase was 5% acetonitrile, 0.125% formic acid (A) and 95% acetonitrile, 0.125% formic acid (B). For BPRP fractions, the data were collected using a DDA-SPS-MS3 method with online real-time database searching (RTS) [58] [59]. The data were collected using a DDA-SPS-MS3 method. A database that included all entries from an indexed Ensembl mouse database version 90 (downloaded:10/09/2017) was used in RTS. Each fraction was eluted using a 90-min method over a gradient from 6 to 30% B. Peptides were ionized with a spray voltage of 2500 kV. The instrument method included Orbitrap MS1 scans (resolution of 1.2×10^5^; mass range 400−1600 m/z; automatic gain control (AGC) target 4×10^5^, max injection time of 50 ms and ion trap MS2 scans (CID collision energy of 35%; AGC target 7.5× 10^3^; rapid scan mode; max injection time of 50 ms)). RTS was enabled and quantitative SPS-MS3 scans (resolution of 50,000; AGC target 2×10^5^; max injection time of 200 ms) were processed through Orbiter real-time database searching. This data acquisition includes high-field asymmetric-waveform ion-mobility spectrometry (FAIMS). The dispersion voltage (DV) for FAIMS was set at 5000V, the compensation voltages (CVs) were set at −40V, −60V, and −80V, and TopSpeed parameter was set at 1 s per CV [60].

Mass spectrometric data for phosphopeptides fractions in liver tissue were collected on an Orbitrap Lumos mass spectrometer. Mass spectrometric data were collected in HCD and CID modes. Each fraction was eluted using a 180-min method over a gradient from 6 to 30% B. Peptides were ionized with a spray voltage of 2600 kV. The instrument method included Orbitrap MS1 scans (resolution of 1.2×10^5^; mass range 400−1400 m/z; automatic gain control (AGC) target 1×10^6^, max injection time of 50 ms). The 10 most intense MS1 ions were selected for MS2 analysis. Following acquisition of each MS2 spectrum, a synchronous precursor selection (SPS) MS3 scan was collected on the Top 10 most intense ions in the MS2 spectrum. The isolation width was set at 0.7 Da, and isolated precursors were fragmented using two methods. In the first method, we used collision-induced dissociation (CID) at a normalized collision energy (NCE) of 35% with MultiStage Activation (MSA), and in the second method, we used higher-energy collision-induced dissociation (HCD) at a normalized collision energy (NCE) of 33%. Following acquisition of each MS2 spectrum, a synchronous precursor selection (SPS) MS3 scan was collected on the Top 10 most intense fragment ions in the MS2 spectrum. SPS-MS3 precursors were fragmented by higher-energy collision-induced dissociation (HCD) at an NCE of 65% and analyzed using the Orbitrap.

Phosphoproteome analysis in heart tissues were processed with FAIMS/hrMS2 using our optimized workflow for multiplexed phosphorylation analysis on an Orbitrap Eclipse mass spectrometer. Briefly, the Thermo FAIMS Pro device was operated with default parameters (inner and outer electrode were set at 100°C, yielding a FWHM between 10 and 15 V and dispersion voltage (DV) was set at −5000 V). Each fraction was analyzed twice by the mass spectrometer, once with a method incorporating two CVs (CV= −45 and −70V) and again with three CVs (CV= −40V, −60V, and −80V) using a 2.5h method having a gradient of 6 to 30% B [61].

Mass spectrometric data for phosphopeptides fractions in kidney tissue were collected on an Orbitrap Lumos mass spectrometer. Mass spectrometric data were collected in CID mode and then processed with FAIMS/hrMS2 using our optimized workflow for multiplexed phosphorylation analysis with a method incorporating two CVs (CV= −45 and −70V). Detailed parameters for MS2 and MS3 are embedded in the RAW files.

### Mass spectrometry data analysis

Mass spectra data were processed using a Comet-based pipeline. Spectra were converted to mzXML using a modified version of ReAdW.exe. Database search included all entries from an indexed Ensembl database version 90 (downloaded:10/09/2017). This database was concatenated with one composed of all protein sequences in the reversed order. Searches were performed using a 50-ppm precursor ion tolerance for total protein-level analysis. The product ion tolerance was set to 1.000 Da for MS3-based analysis and 50ppm for MS2-based analysis, respectively. TMT tags on lysine residues, peptide N termini (+304.207 Da for heart and kidney tissues and +229.163 Da for liver tissue), and carbamidomethylation of cysteine residues (+57.021 Da) were set as static modifications, while oxidation of methionine residues (+15.995 Da) was set as a variable modification. In addition, for phosphopeptide analysis, phosphorylation (+79.966 Da) on serine, threonine, and tyrosine were included as variable modifications. Peptide-spectrum matches (PSMs) were adjusted to FDR < 0.01. PSM filtering was performed using a linear discriminant analysis (LDA), as described previously, while considering the following parameters: XCorr, ΔCn, missed cleavages, peptide length, charge state, and precursor mass accuracy. For TMT-based reporter ion quantitation, we extracted the summed signal-to-noise (S:N) ratio for each TMT channel and found the closest matching centroid to the expected mass of the TMT reporter ion. For protein-level comparisons, PSMs from all three tissues were identified, quantified, and collapsed to a peptide FDR < 0.01 and then collapsed further to a final protein-level FDR < 0.01, which resulted in a final peptide level FDR <0.001. Moreover, protein assembly was guided by principles of parsimony to produce the smallest set of proteins necessary to account for all observed peptides. PSMs with poor quality, MS3 spectra with TMT reporter summed signal-to-noise of less than 100, or no MS3 spectra were excluded from quantification. We provide an estimate for the probability of correct localization for each phosphorylation site using AScore algorithm [62]. Eighty-four percent, 89% and 90% of the quantified phosphopetide used for analysis have an AScore greater than 13 in heart, liver, kidney tissues, respectively (*P*<0.05). All the information were uploaded to figshare (https://figshare.com/projects/Multi-omics_analysis_identifies_drivers_of_protein_phosphorylation/137673, Under the folder titled “Raw summary of protein and phosphopeptides quantitation” - siteQuant5100.csv). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with dataset identifiers PXD032843.

### Sample preparation for transcriptomics analysis

Livers, hearts, and kidneys were dissected from each CC mouse, flash frozen, and stored at −80°C. Once all samples were collected, frozen tissues were pulverized in liquid nitrogen, divided into aliquots, and then sent to the Genome Technologies service (Jackson Laboratory) for RNA extraction and RNA-seq analysis.

Total RNA was extracted and purified using the MagMAX mirVana Total RNA Isolation Kit (Thermo Fisher) and the KingFisher Flex purification system (Thermo Fisher). Briefly, pulverized tissue samples were lysed in TRIzol (Thermo Fisher Scientific), chloroform was then added to the TRIzol homogenate, and the RNA-containing aqueous layer was removed for RNA isolation, following the manufacturer’s protocol. RNA concentration and quality were assessed using the Nanodrop 8000 spectrophotometer (Thermo Scientific) and Total RNA Nano assay (Agilent Technologies).

Libraries were constructed using the KAPA mRNA HyperPrep Kit (Roche) following manufacturer’s protocols. Briefly, poly-A mRNA was selected from total RNA using oligo-dT magnetic beads, followed by RNA fragmentation, first- and second-strand cDNA synthesis, ligation of Illumina-specific adapters containing unique dual index barcode sequences for each library, and PCR amplification. Library quality was assessed using the D5000 ScreenTape (Agilent Technologies) and concentration measured with the Qubit dsDNA HS Assay (Thermo Fisher). Finally, pooled libraries were sequenced on the NovaSeq 6000 platform (Illumina) using the S1 Reagent Kit v1, yielding 20–40M (target 30M) 1 × 100bp single-end (SE) reads per sample.

### Quantification and statistical analysis

#### Filtration of peptides that contain polymorphism

Peptides that contain polymorphisms, i.e., coding variants, bias protein abundance estimation in genetically diverse samples because peptides with differing sequences are not quantified simultaneously. A mouse with an alternative allele with respect to the B6 reference mouse genome will have reduced intensity or even non-detection for the reference peptide. This bias could then be propagated to estimates of protein abundance or phosphopeptide abundance, which can either obscure the signal of a true QTL or induce a false local QTL as a flag of the polymorphism. Therefore, we removed all polymorphic peptides based on the genome sequences of the founder strains. We filtered out peptides with known polymorphisms in the 8 founder strains of the CC. This is a more stringent filter than was applied in our previous study of the liver data [25] and thus there are minor differences in the protein quantification. Before filtering, 153,856 unique peptides were quantified across 28 TMTs. In total, 6841 (4.4%) unique peptides were filtered out due to not being identical in all 8 strains.

For each phosphopeptide quantified, the sequences of the corresponding protein were extracted from the founder strain genomes. To ensure that polymorphic peptides did not drive phQTL signal, we required phosphopeptides to have sequences of three amino acids adjacent to both sides that were present in all the founder strain genome sequences.

#### Peptide normalization and protein abundance estimation

Peptides, including phosphopeptides, were standardized within TMT batch. The intensity for each peptide $$j$$ from sample $$i$$ was scaled by the ratio of the maximum cumulative peptide intensity in the batch to the cumulative peptide intensity for individual $$i$$: $${y}_{ij}^{\prime}= {\varphi }_{i}{y}_{ij}$$ where $${\varphi }_{i}= \frac{\underset{i^{\prime} \in B[i]}{\mathrm{max}}\left({\sum }_{J}{y}_{{i}^{\prime}j}\right)}{{\sum }_{J}{y}_{ij}}$$.

The abundance for each protein $$j$$ from an individual $$i$$ was estimated by summing the intensities of its component peptides (after removal of polymorphic peptides), then scaled relative to the abundance from the bridge sample and log transformed: $${y}_{ij}^{\prime\prime}= {\text{log}}_{2}\left(\frac{{\sum }_{M} {y}_{im}^{\prime}+1}{{\sum }_{M}{y}_{b[i]m}^{\prime}+1}\right)$$ where $$m=1, \dots , M$$ indexes the peptides that map to protein $$j$$ and $${y}_{b\left[i\right]m}^{\prime}$$ is the intensity of peptide $$m$$ for the corresponding bridge sample from individual $$i$$’s batch.

We pre-adjusted for the effect of TMT batch using a linear mixed effect model (LMM) to allow strain pairs that span two TMT batches to be summarized to the strain level for downstream QTL analysis. The following LMM was fit for each protein $$j$$:

1 $${y}_{i}^{\prime\prime(j)}=\mu + {\text{sex}}\left[i\right]+{\text{strain}}\left[i\right]+ {\text{batch}}\left[i\right]+ {\varepsilon }_{i}$$

where $${y}_{i}^{\prime\prime(j)}$$ is the abundance of protein $$j$$ for individual $$i$$, $$\mu$$ is the shared intercept, $${\text{sex}}\left[i\right]$$ is the contribution of sex for individual $$i$$ (fit as a fixed effect), $${\text{strain}}\left[i\right]$$ is the contribution of the CC strain of individual $$i$$ (fit as a random effect), $${\text{batch}}\left[i\right]$$ is the contribution of individual $$i$$’s TMT batch (fit as a random effect), and $${\varepsilon }_{i}$$ is the error for individual $$i$$ with $${\varepsilon }_{i} \sim {\text{N}}\left(0, {\sigma }^{2}\right).$$ All downstream analyses were performed on quantities after subtracting off the batch effect: $${y}_{i}^{\prime\prime\prime(j)}= {y}_{i}^{\prime\prime(j)}$$ - $$\widehat{\text{batch}}[i]$$, where $$\widehat{\text{batch}}[i]$$ is the best linear unbiased prediction (BLUP) for the TMT batch of individual $$i$$. The LMM was fit using the lme4 R package^4^. Proteins that were unobserved for 50% or more of samples were removed from further analysis.

#### Phosphopeptide normalization and adjustment for protein abundance

Phosphopeptides were processed similarly to protein abundance, but without the peptide-to-protein summation step. For each phosphopeptide $$j$$, we normalized as $${y}_{i}^{\prime\prime(j)}= {\mathrm{log}}_{2} \left( \frac{{y}_{i}^{\prime(j)}+1}{{y}_{b[ i ] }^{\prime(j)}+1} \right)$$, which were then batch adjusted as in Equation 1. Phosphopeptides that were unobserved for 50% or more of samples were removed from further analysis.

To distinguish genetic effects on phosphopeptides independent of the proteins from which they were derived, which we refer to as parent proteins, we also pre-adjusted for the effect of parent protein abundance by taking residuals from a linear model: $${y}_{i}^{\prime\prime\prime(j)}=\mu +{\text{parent}}\left[ij\right]+{\varepsilon }_{i}$$, where $${\text{parent}}\left[ij\right]$$ is the contribution of the abundance of the parent protein for phosphopeptide $$j$$ for individual $$i$$ (fit as a fixed effect). The residuals for phosphopeptides were then calculated as: $${y}_{i}^{\prime\prime\prime(\text{resid }j)}= {y}_{i}^{\prime\prime\prime(j)}$$ − $$\widehat{\text{parent}}[ij]$$. Parent protein abundances were estimated from their component peptides as previously described, but we first filtered out any peptides with a phosphorylation site.

#### Heritability estimation

We estimated heritability for protein and phosphopeptide abundance in each of the tissues using an LMM. For a given protein or phosphopeptide $$j$$ from a specified tissue, we fit:

2 $${y}_{i}^{\prime\prime\prime(j)}=\mu + {\text{sex}}\left[i\right]+{\text{kinship}}\left[i\right]+{\varepsilon }_{i}$$

where $${\text{kinship}}[i]$$ is a random effect representing cumulative additive genetic effects and should thus capture similarities due to overall relatedness, modeled across individuals as $${\text{kinship}} \sim \text{N(}{0}\text{, }{\text{G}}{\tau }^{2}\text{)}$$. Bold text denotes vector and matrix quantities. $${\text{G}}$$ is a realized genomic relationship matrix, estimated from markers across all chromosomes, and $${\tau }^{2}$$ is the variance component underlying the kinship effect. Heritability is estimated as the proportion of variation due to genetic effects: $${h}^{2}= \frac{{\tau }^{2}}{{\tau }^{2}+ {\sigma }^{2}}.$$ The qtl2 R package was used to fit the LMM and extract the heritability estimate^3^.

#### Sex effects on protein and phosphopeptide abundance

Proteins and phosphopeptides that exhibited differential abundance between the sexes within a tissue, i.e., sex effects, were identified using the same LMM described in Equation 2 for heritability estimation. We instead compared it to a null model excluding the sex term and summarized the statistical significance with a likelihood ratio test *p*-value. The LMMs were fit using the qtl2 R package, using maximum likelihood estimates (MLE) rather than restricted maximum likelihood estimates (REML), as is appropriate for testing a fixed effect term. For a given outcome type (proteins or phosphopeptides), summary type (averages or differences), and tissue, significant sex effects were declared based on FDR < 0.1 using the BH method^5^.

#### QTL analysis

For QTL analysis, we first summarized CC strain pairs as averages and differences (male − female) of the abundance of proteins and phosphopeptides. Phosphopeptides were adjusted for parent proteins as before, but at the strain level. We mapped QTL for proteins (pQTL), phosphopeptides (phQTL), and adjusted phosphopeptides (adj-phQTL). QTL for CC strain differences represent sex-by-genotype interactions where QTL effects differ between sexes. Founder haplotype probabilities for CC strain genomes were estimated by averaging the probabilities for the male and female at marker positions from MiniMUGA.

For each protein or phosphopeptide (unadjusted or adjusted) that was quantified in a tissue, we performed a genome-wide QTL scan by testing a QTL effect at positions across the genome. We fit a similar LMM to the heritability model in Equation 2 for each protein or phosphopeptide for a given tissue:

3 $${\overline{y} }_{i}^{\prime\prime\prime(j)}=\mu + {\text{QTL}}_{p}\left[i\right]+{\text{kinship}}_{c\left[p\right]}\left[i\right]+{\varepsilon }_{i}$$

where $${\overline{y} }_{i}^{\prime\prime\prime(j)}$$ is the abundance summary (average or difference) for protein or phosphopeptide $$j$$ of CC strain $$i$$ and $${\text{QTL}}_{p}\left[i\right]={{\varvec{d}}}_{ip}^{T}{{\varvec{\beta}}}_{\text{QTL}}$$ is the effect of putative QTL at marker $$p$$ for CC strain $$i$$ with $${{\varvec{d}}}_{ip}^{T}$$ representing the founder haplotype probability vector for CC strain $$i$$ at marker $$p$$ (e.g., ordering the founder strains as AJ, B6, 129, NOD, NZO, CAST, PWK, and WSB, $${{\varvec{d}}}_{ip}^{T}=[0 1 0 0 0 0 0 0]$$ for a CC strain $$i$$ that is B6/B6 at marker $$p$$), and $${{\varvec{\beta}}}_{\text{QTL}}$$ is an eight-element vector of founder allele effects, fit as fixed effects. The $${\text{kinship}}_{c[p]}[i]$$ term is similar to the kinship effect in the heritability model (Equation 2), though instead modeled as $${\text{kinship}}_{c[p]} \sim \text{N(}{0}\text{, }{\mathbf{G}}_{c[p]}{\tau }^{2}\text{)}$$, where the realized genetic relationship matrix $${\mathbf{G}}_{c[p]}$$ used when testing markers as QTL on chromosome $$c$$ is estimated by excluding all markers from chromosome $$c$$, i.e., the leave-one-chromosome-out (LOCO) method, to avoid the kinship term absorbing some of the QTL effect and reducing mapping power [63]. The kinship effect is used in mapping to account for potential population structure [64–67]. The strength of QTL significance was summarized by comparing the likelihood of Equation 3 to the likelihood of the null model excluding the QTL term, referred to as the log-odds (LOD) score. Mapping QTL for adjusted phosphopeptides is analogous to including the parent protein as a covariate in Equation 3 (and its null model). All genome scans for protein abundance and phosphopeptides were performed in the qtl2 R package [56].

#### QTL significant thresholds

We estimated significance thresholds for QTL specific to individual proteins and phosphopeptides using permutations [68]. By performing 10,000 permutations for each outcome separately, outcome-specific thresholds account for differences in distribution, levels of missing data, and differing kinship effects. Permutation genome scans used the model in Equation 3, but with the data permuted by rearranging the CC strain labels on founder haplotype probabilities, thus breaking the QTL signal but not the kinship. We used a genome-wide error rate correction across marker loci and then applied an FDR correction to account for multiple testing across each outcome type within a tissue [69].

Specifically, for each outcome $$j$$ within a tissue, we fit a generalized extreme value distribution (GEV) from the 10,000 maximum LOD scores from the permutations [70, 71]. For a given tissue and outcome type (strain averages or strain differences of proteins, phosphopeptides, and adjusted phosphopeptides), we calculated genome-wide permutation *p*-values as

4 $${p}_{j}^{\text{perm}}=1- {F}_{j}\left(\text{max LOD}\left[j\right]\right)$$

where $${F}_{j}$$ is cumulative density function for the GEV of outcome $$j$$ and $$\text{max LOD}[j]$$ is the maximum LOD score observed for outcome $$j$$. We then used the Benjamini-Hochberg (BH) procedure^5^ to calculate FDR *q*-values from the permutation *p*-values for a given tissue and outcome type. To estimate significance thresholds that are FDR-adjusted and outcome-specific, we applied interpolation to approximate permutation *p*-values to *q*-values < 0.1. Significance thresholds on the LOD score scale were then calculated as $${\lambda }_{j}^{\text{FDR < 0.1}}={F}_{j}^{-1}\left(1- {p}_{q=0.1}^{\text{interp}}\right),$$ where $${\lambda }_{j}^{\text{FDR < 0.1}}$$ is the 10% FDR significance threshold for outcome $$j$$, $${F}_{j}^{-1}$$ is the inverse cumulative density function for the GEV of outcome $$j$$, and $${p}_{q=0.1}^{\text{interp}}$$ is the interpolated permutation *p*-value for *q*-value = 0.1.

#### Defining local/distant status of QTL

As previously^1^, we defined detected QTL as “local” if their genomic coordinates were within 10 Mbp upstream or downstream of the middle of the coding gene and “distant” otherwise. We use the local/distant terminology instead of *cis*/*trans* because our definition is defined entirely by position and not genetic mechanism (e.g.,* cis* regulatory elements). We used the broad 10 Mbp local window is broad, but the CC genomes have larger LD blocks than highly recombinant populations, such as the related Diversity Outbred population. Furthermore, we compared the effects of aligned QTL across tissues and sought to avoid aligned QTL being defined as local in one tissue but distant in another. However, the broad local window could misclassify some *trans*-acting QTL as local.

#### Consistency of QTL across tissues

We evaluated the consistency of matched QTL (based on related outcomes and co-mapping to the same genomic region) by comparing their allele effects. We compared local and distant QTL across tissues (matching based on protein or phosphopeptide ID). We also compared co-mapping phQTL for unadjusted phosphopeptides to the corresponding local pQTL of the phosphorylation site’s parent protein for a given tissue. For matched local QTL, we only required them to be detected to be defined as co-mapping; for matched distant QTL, we also required that they were within 10 Mbp of each other.

Founder allele effects were estimated at the detected QTL marker, representing the $${{\varvec{\beta}}}_{\text{QTL}}$$ term from the model in Equation 3. To stabilize the effects, they were modeled as a random effect: $${{\varvec{\beta}}}_{\text{QTL}}\sim {\text{N}}(0, \mathbf{I}{{\varvec{\tau}}}_{\text{QTL}}^{2})$$, where $$\mathbf{I}$$ is the 8 $$\times$$ 8 identity matrix and $${{\varvec{\tau}}}_{\text{QTL}}^{2}$$ is a variance component underlying the allele effects. Allele effects were then estimated as BLUPs ($${\widetilde{{\varvec{\beta}}}}_{\text{QTL}}$$), using the qtl2 R package^3^. The consistency of allele effects was summarized as the Pearson correlation coefficient between matched QTL: $${r}_{\text{QTL1, QTL2}}={\text{cor}}({\widetilde{{\varvec{\beta}}}}_{{\text{QTL}}_{1}}, {\widetilde{{\varvec{\beta}}}}_{{\text{QTL}}_{2}})$$, where $${\text{QTL}}_{1}$$ and $${\text{QTL}}_{2}$$ represent a co-mapping matched pair.

#### Mediation of phQTL through parent protein abundance

We assessed whether detected phQTL were mediated through their parent proteins. For each phosphopeptide $$j$$ with a detected phQTL in a specified tissue, we fit the following mode:

5 $${\overline{y} }_{i}^{\prime\prime\prime(j)}=\mu + {\text{QTL}}\left[i\right]+{\text{parent}}\left[ij\right]+{\text{kinship}}_{c[p]}\left[i\right]+{\varepsilon }_{i}$$

where $${\overline{y} }_{i}^{\prime\prime\prime(j)}$$ is the unadjusted abundance summary for phosphopeptide $$j$$ with the phQTL for CC strain $$i$$, $${\text{QTL}}\left[i\right]$$ is as defined in Equation 3 but fixed at the peak marker for the detected phQTL being evaluated, and $${\text{parent}}\left[ij\right]$$ is the contribution of the abundance of parent protein of phosphopeptide $$j$$ to strain $$i$$, modeled as a fixed effect.

We expanded the set of phQTL to include leniently detected ones (FDR < 0.5) for the evaluation of mediation through their parent proteins, providing a clearer picture of the large-scale mediation trends. A mediation LOD score for phosphopeptide $$j$$ in a specified tissue, $${\text{LOD}}_{j}^{\text{parent}}$$, was calculated by comparing Equation 5 to a null model excluding the QTL term. To summarize across phQTL in a tissue, a Delta LOD was calculated by taking the difference between the mediation LOD score and the original LOD score of the phQTL. We note that a similar approach could be used to formally assess mediation of sex effects on phosphopeptides through parent proteins.

#### Mediation of distant QTL

For each distant QTL detected in the CC tissues, we performed a mediation analysis analogous to the QTL genome scans [22, 24, 25, 72]. Instead of scanning through genetic markers as putative QTL, we scanned through putative mediators (from transcripts or proteins) of the specified distant QTL. A model similar to Equation 3 was fit:

6 $${\overline{y} }_{i}^{\prime\prime\prime(t)}=\mu + {\text{QTL}}[i]+{\text{mediator}}_{q}[i]+{\varepsilon }_{i}$$

where $${\overline{y} }_{i}^{\prime\prime\prime(t)}$$ is the abundance summary (average or difference) for the target protein or phosphopeptide $$t$$ with the distant QTL for CC strain $$i$$, $${\text{QTL}}\left[i\right]$$ is as defined in Equation 3 but fixed at the peak marker for the detected distant QTL, and $${\text{mediator}}_{q}[i]$$ is the contribution of the mediator $$q$$ to individual $$i$$, fit as a fixed effect. The significance of the QTL term in Equation 6 is evaluated by comparing to the null model excluding the QTL term, producing a mediation LOD score: $${\text{LOD}}_{q}^{\text{med}}$$. These summaries represent the distant QTL’s LOD score conditioned on each candidate mediator individually. We also note that the kinship effect is excluded from Equation 6 and its null model to simplify computation. Mediation scans were performed using the intermediate R package (https://github.com/churchill-lab/intermediate).

We assume that the vast majority of evaluated mediators for a specified distant QTL are not the true mediator, and thus the distribution of conditional LOD scores can be used as an empirical null distribution, approximately centered around the initially detected LOD score of the distant QTL. We calculate the *z*-scores of the conditional LOD scores and define strong candidate mediators as those with *z* < −8. Mediators are also expected to co-map a local QTL to the distant QTL. For distant pQTL, we evaluated proteins as mediators, whereas for distant phQTL, we evaluated both transcripts and proteins.

For candidate mediators highlighted in the “Results”, we estimated the strength of the relationships among QTL, mediator, and target based on proportion variance explained (PVE), calculated as $$\text{PVE = 1 }- \, \frac{{\text{RSS}}_{1}}{{\text{RSS}}_{0}}$$. For the relationship between the QTL and mediator, $${\text{RSS}}_{1}$$ is the residual sum of squares from the QTL model (Equation 3) for the mediator and $${\text{RSS}}_{0}$$ is the residual sum of squares for the null model excluding the QTL term. For the relationship between mediator and target, the effect of the mediator on the target is evaluated rather than the QTL. We calculated a corresponding *p*-value for each relationship comparing the alternative and null models using ANOVA.

#### Transcriptomics profiling

For each tissue, we aligned the RNA-seq reads using bowtie [73] to the pooled transcriptomes of the eight founder strains (Ensembl v84), and the alignments input to the genome reconstruction by RNA-Seq (GBRS) software to estimate total gene counts using EMASE. We used a variance stabilizing transformation [74] for the total gene counts for each tissue. As with protein and phosphopeptide abundance, the normalized expression for each gene was summarized at the CC strain level as averages and differences. Genes with no expression in 50% or more of samples were removed from further analysis. We also mapped eQTL using a similar approach as used for pQTL and phQTL, which we do not report here but make available at GSE199702.

## Supplementary Information

**Additional file 1:** **Figure S1.** Overview of protein and phosphopeptide quantification. Figure S2. Sex effects and heritability on the abundance of proteins and phosphopepitdes across tissues. Figure S3. pQTL and phQTL mapping from CC strains in heart, kidney and liver tissues. Figure S4. Mediation of phQTL through the abundance of their parent proteins (substrates). Figure S5. *NZO* allele drives the low abundances of MCAT pS41 in CC strains. Figure S6. pQTL and phQTL were identified to regulate phosphopeptide abundance together. Figure S7. Phosphorylation sites on one protein can be regulated coordinated and not coordinated.

**Additional file 2:** **Table S1.** Information about the 58 CC strains included in this study.

**Additional file 3:** **Table S2.** Sex effect for proteins and phosphorylation sites in three tissues in CC strains.

**Additional file 4:** **Table S3.** Heritability of proteins and phosphorylation sites in three tissues in CC strains.

**Additional file 5:** **Table S4.** pQTL and phQTL summaries for three tissues in CC strains.

**Additional file 6:** **Table S5.** Mediation analysis summaries for distant phQTL in three tissues in CC strains.

**Additional file 7.** Review history.

## Data Availability

All processed data and results are available for download and interactive analysis from the QTLViewer webtool (https://churchilllab.jax.org/qtlviewer/cc_phospho_peptides). Processed data and data analysis scripts have been deposited with FigShare [75–79] (https://figshare.com/projects/Multi-omics_analysis_identifies_drivers_of_protein_phosphorylation/137673). The mass spectrometry proteomics and phosphoproteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [80] partner repository with the dataset identifier PXD032843 [81]. The raw transcriptome data have been deposited at GEO repository with the dataset identifier GSE199702 [82].

# Supplementary material for: Multi-omics analysis identifies drivers of protein phosphorylation
**Source:** Genome Biol. 2023 Mar 21;24:52. doi: 10.1186/s13059-023-02892-2
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Overview of protein and phosphopeptide quantification. Figure S2. Sex effects and heritability on the abundance of proteins and phosphopepitdes across tissues. Figure S3. pQTL and phQTL mapping from CC strains in heart, kidney and liver tissues. Figure S4. Mediation of phQTL through the abundance of their parent proteins (substrates). Figure S5. NZO allele drives the low abundances of MCAT pS41 in CC strains. Figure S6. pQTL and phQTL were identified to regulate phosphopeptide abundance together. Figure S7. Phosphorylation sites on one protein can be regulated coordinated and not coordinated.

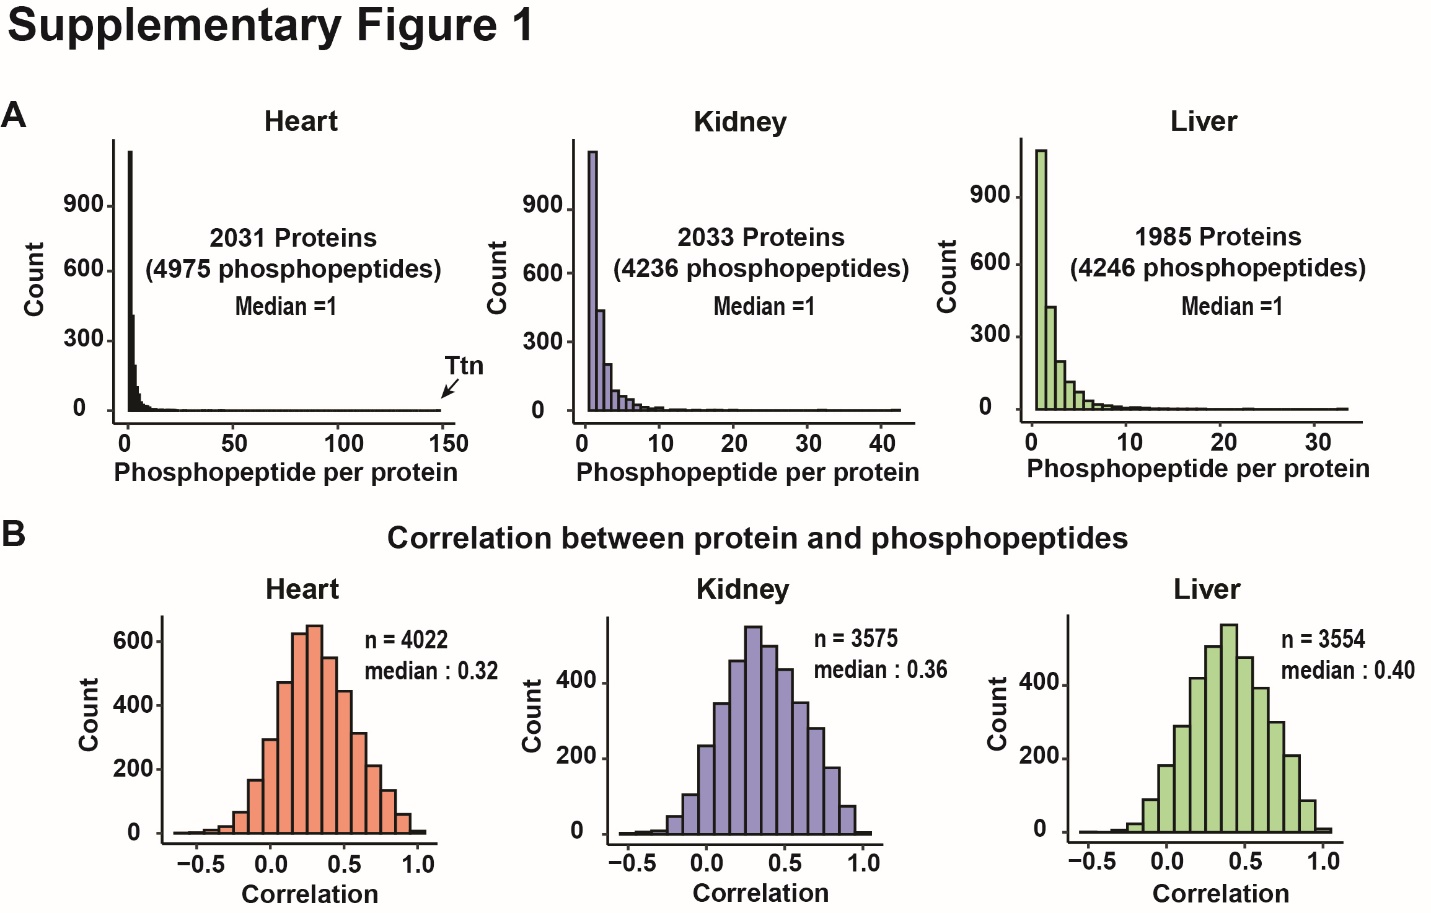

**Figure S1 (Related to Figure 1). Overview of protein and phosphopeptide quantification.** **(A)** Histogram of the number of quantified phosphorylation events per protein in three tissues. **(B)** Phosphopeptide abundances were highly correlated with their parent protein abundances in all three tissues. **(C)** Adjusted phosphopeptide abundances were not correlated with their parent protein abundances in all three tissues as expected.

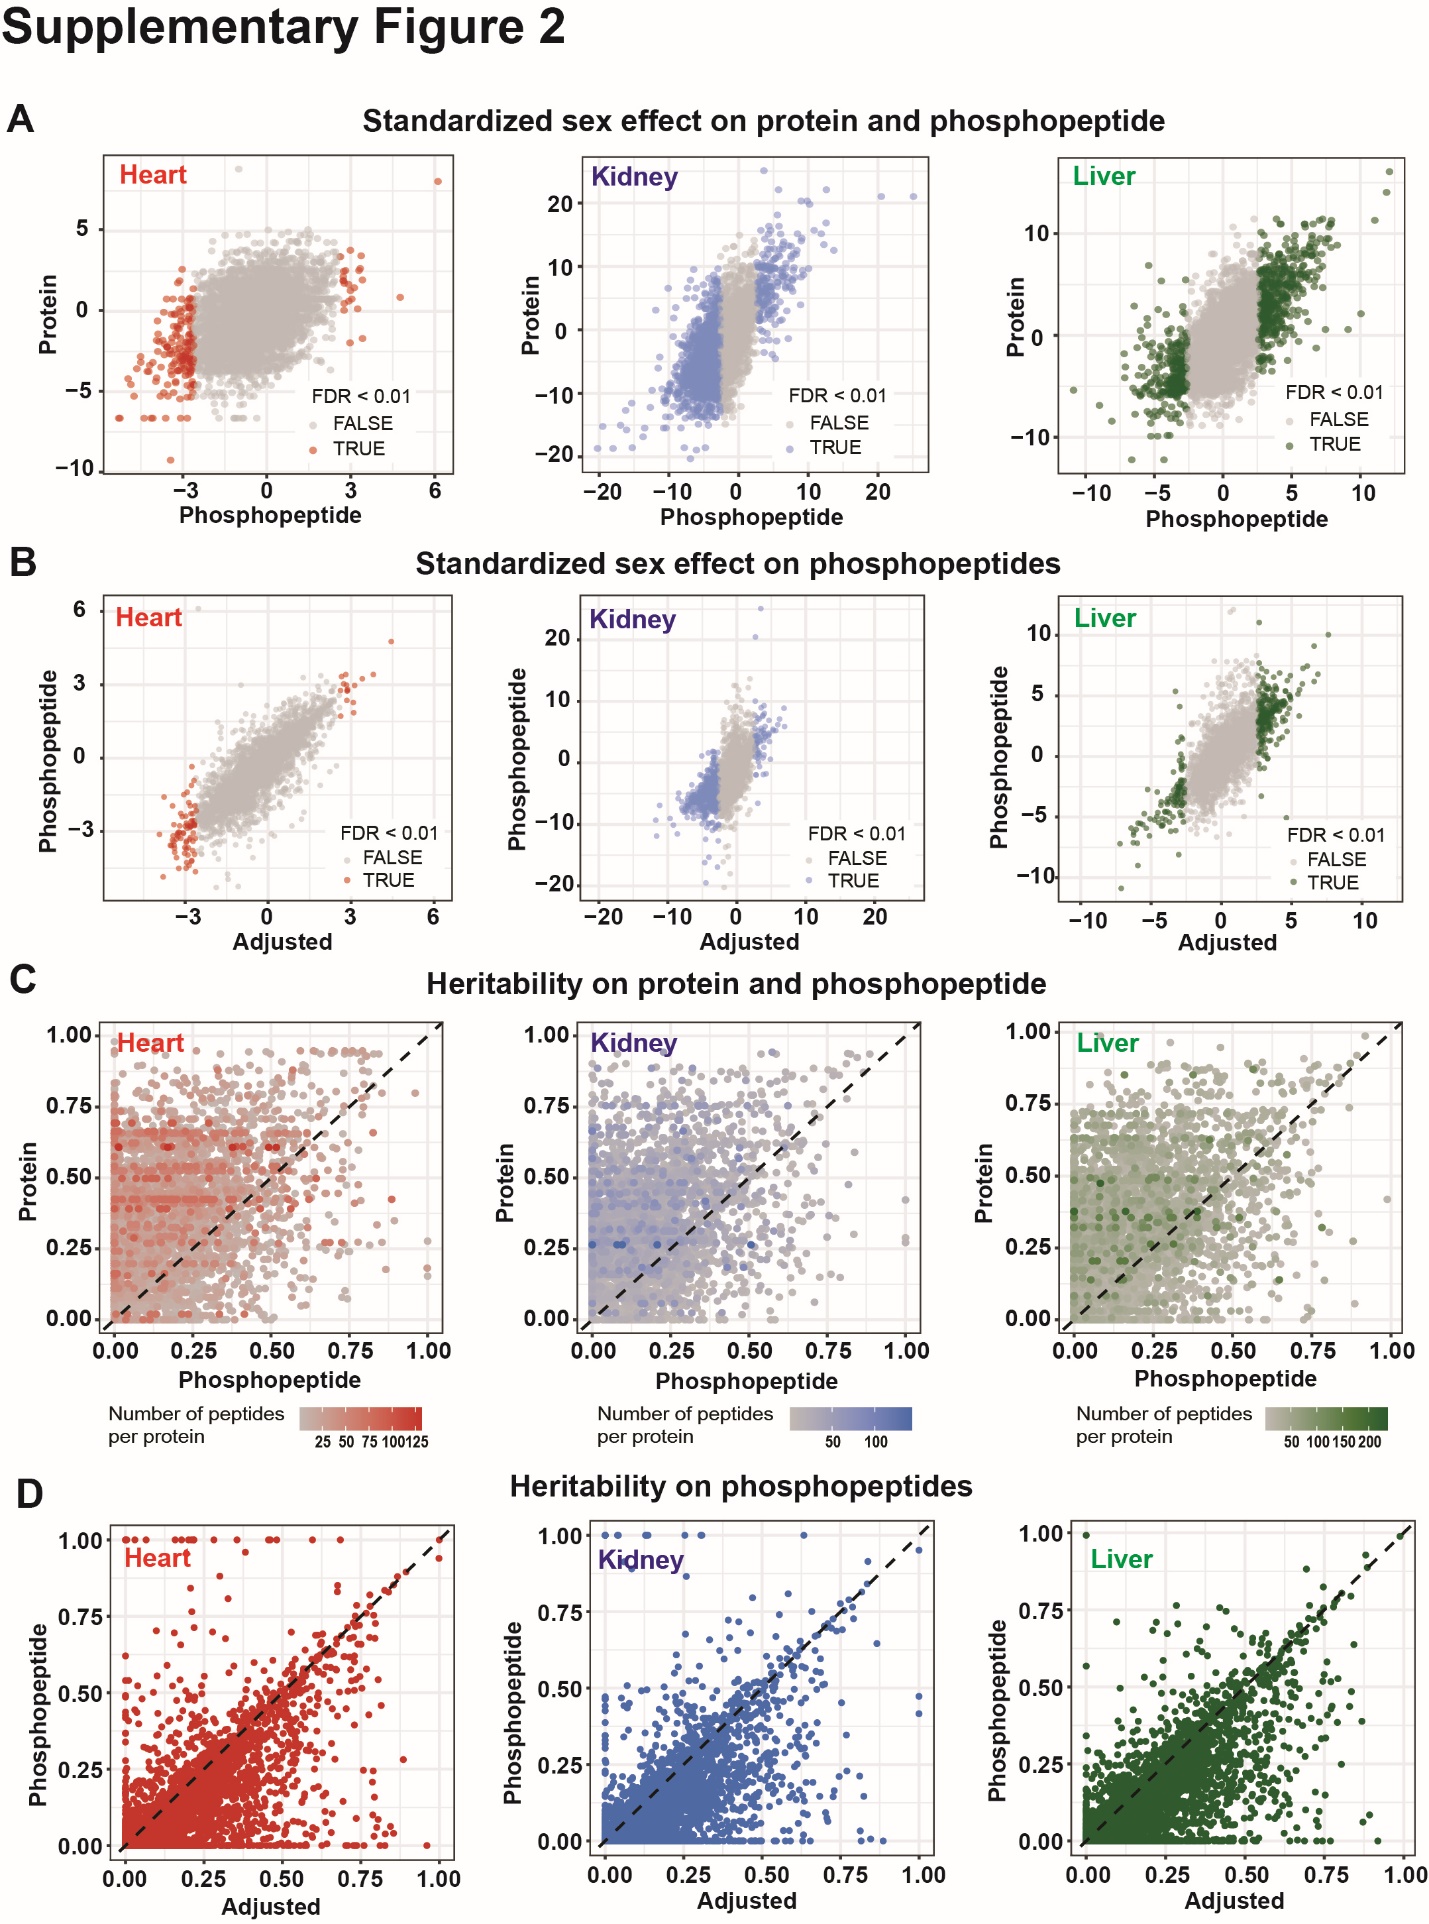

**Figure S2. Sex effects and heritability on the abundance of proteins and phosphopepitdes across tissues.** **(A)** Comparison of sex effects (difference/SE; female as reference) on phosphopeptide abundance and their parent protein abundance in heart, kidney and liver tissues. **(B)** Comparison of sex effect on phosphopeptide abundance before and after adjusting for parent protein abundance in heart, kidney and liver tissues. **(C)** Comparison of heritability on phosphopeptide abundance and their parent protein abundance in heart, kidney and liver tissues. **(D)** Comparison of heritability on phosphopeptide abundance and adjusted phosphopeptide abundance in heart, kidney and liver tissues.

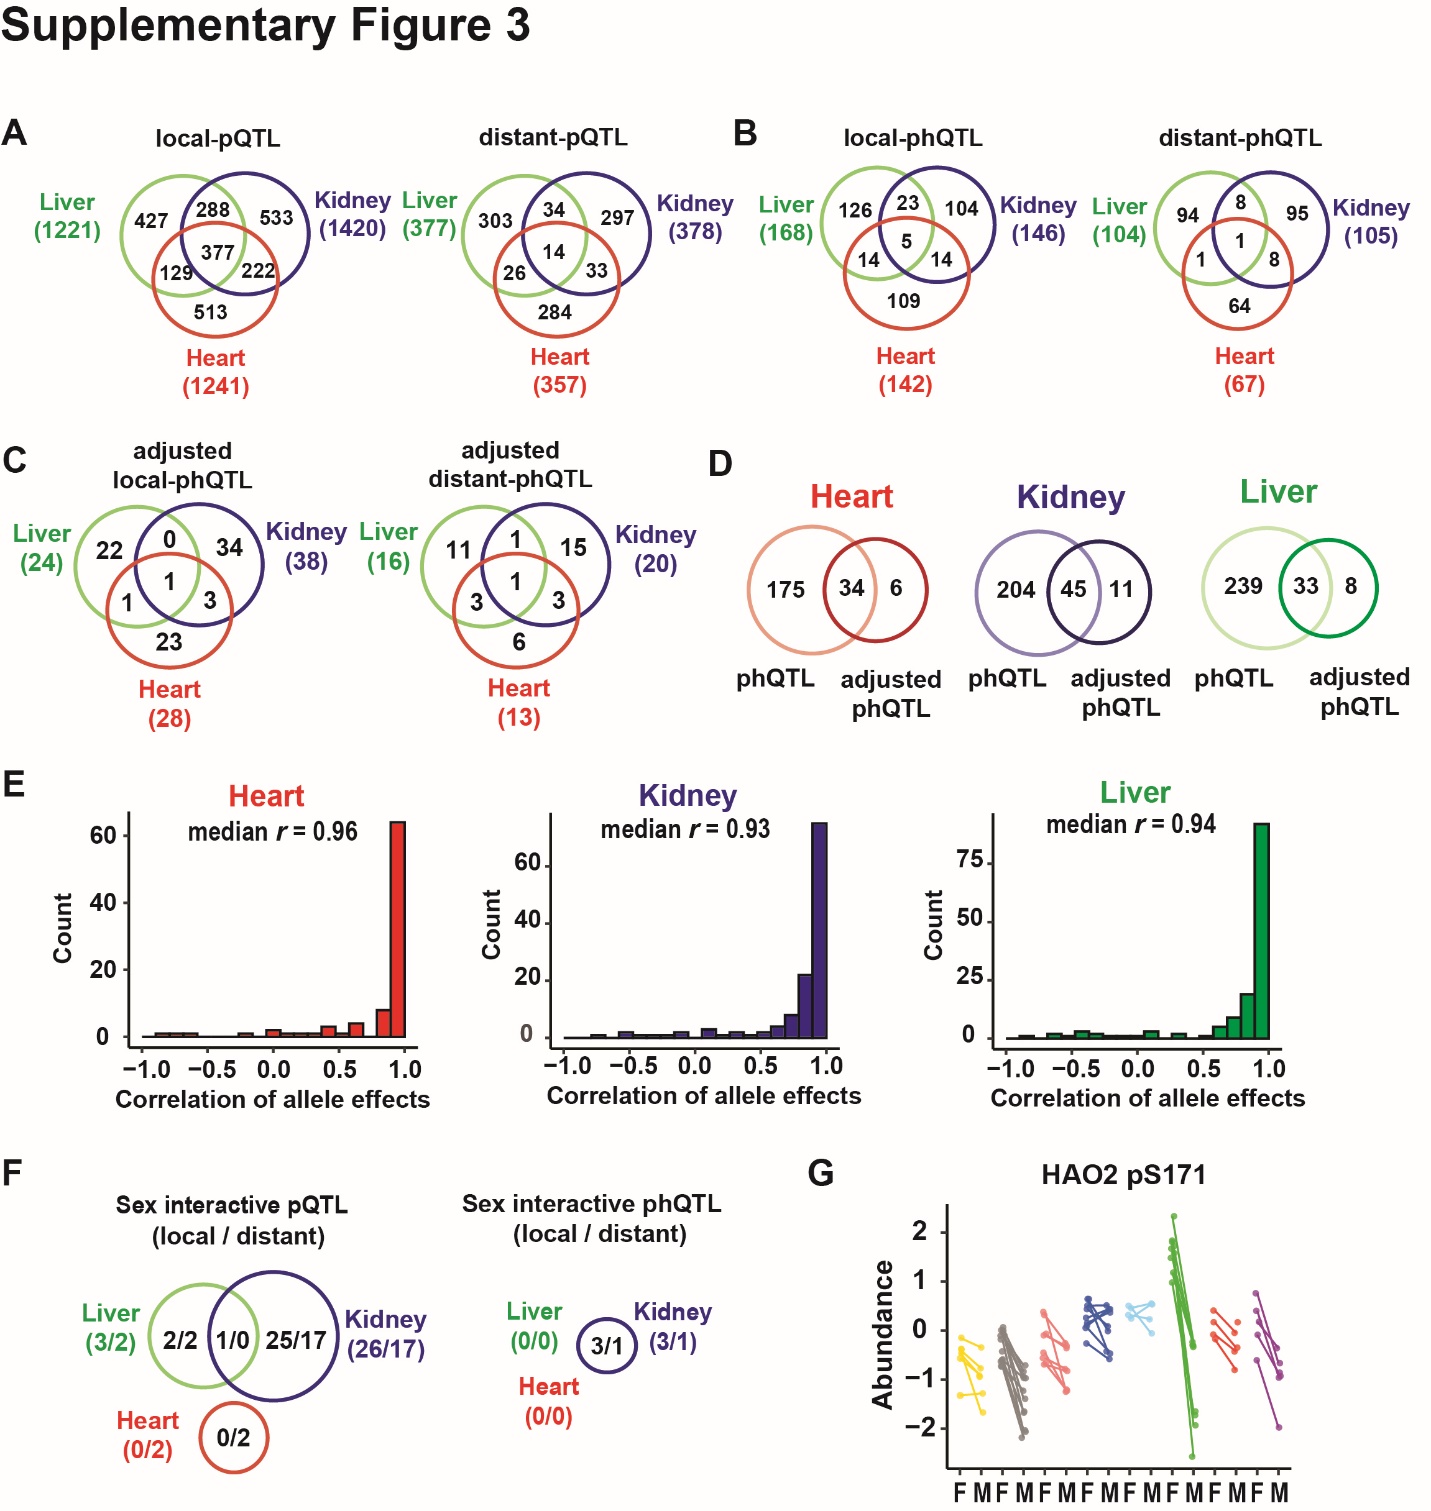

**Figure S3. pQTL and phQTL mapping from CC strains in heart, kidney and liver tissues**. **(A)** Venn diagram of the identified local pQTL and distant pQTL for proteins in liver, kidney and heart tissues. **(B)** Venn diagram of the identified phQTL for phosphopeptides in liver, kidney and heart tissue. **(C)** Venn diagram of the identified adjusted phQTL for phosphopeptides in liver, kidney and heart tissue. **(D)** Venn diagram of the identified phQTL and adjusted phQTL for phosphopeptides in liver, kidney and heart tissue, respectively. **(E)** The correlation of genetic effects for identified phQTL and pQTL in their parent proteins were high with exceptions in heart, kidney and liver tissues. **(F)** Venn diagram of detected sex-interactive pQTL and sex-interactive phQTL in three tissues. **(G)** HAO2 pS171 has a sex-interactive phQTL. Points are colored by founder haplotype at sex-interactive phQTL. Males and females from the same CC strain were connected by a line.

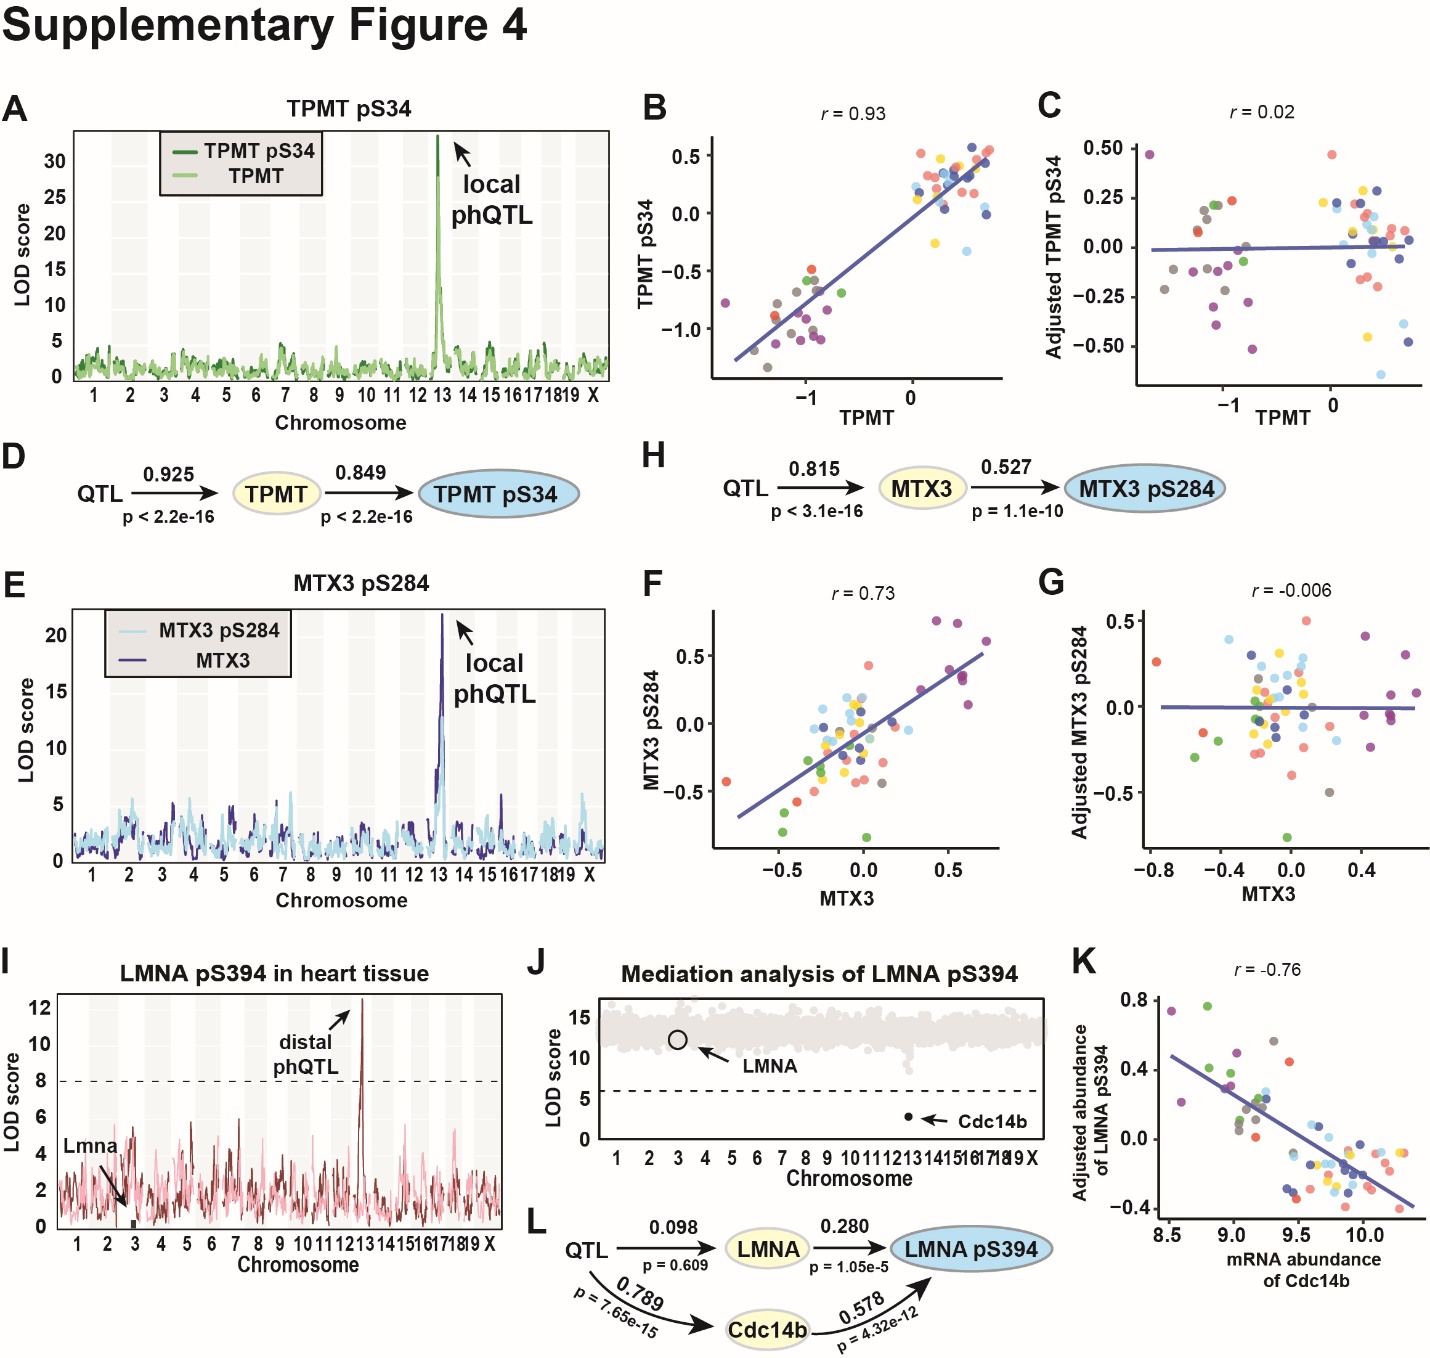

**Figure S4. Mediation of phQTL through the abundance of their parent proteins (substrates).** **(A)** Genome scans of TPMT and TPMT pS34 in liver tissue. **(B)** The abundances of TPMT and TPMT pS34 were highly correlated (*r* =0.93). **(C)** After adjusting for TPMT abundance, TPMT pS34 abundance is no longer correlated with TPMT abundance. Points are colored based on founder haplotype at *Tpmt*. **(D)** Path diagram of TPMT pS34 abundance regulation in liver tissue. **(E)** Genome scans of MTX3 and MTX3 pS284 in kidney tissue. **(F)** The abundances of MTX3 and MTX3 pS284 were highly correlated (*r* =0.73). **(G)** After adjusting for MTX3 abundance, MTX3 pS284 abundance is no longer correlated with MTX3 abundance. Points are colored based on founder haplotype at *Mtx3*. **(H)** Path diagram of MTX3 pS284 abundance regulation in liver tissue.

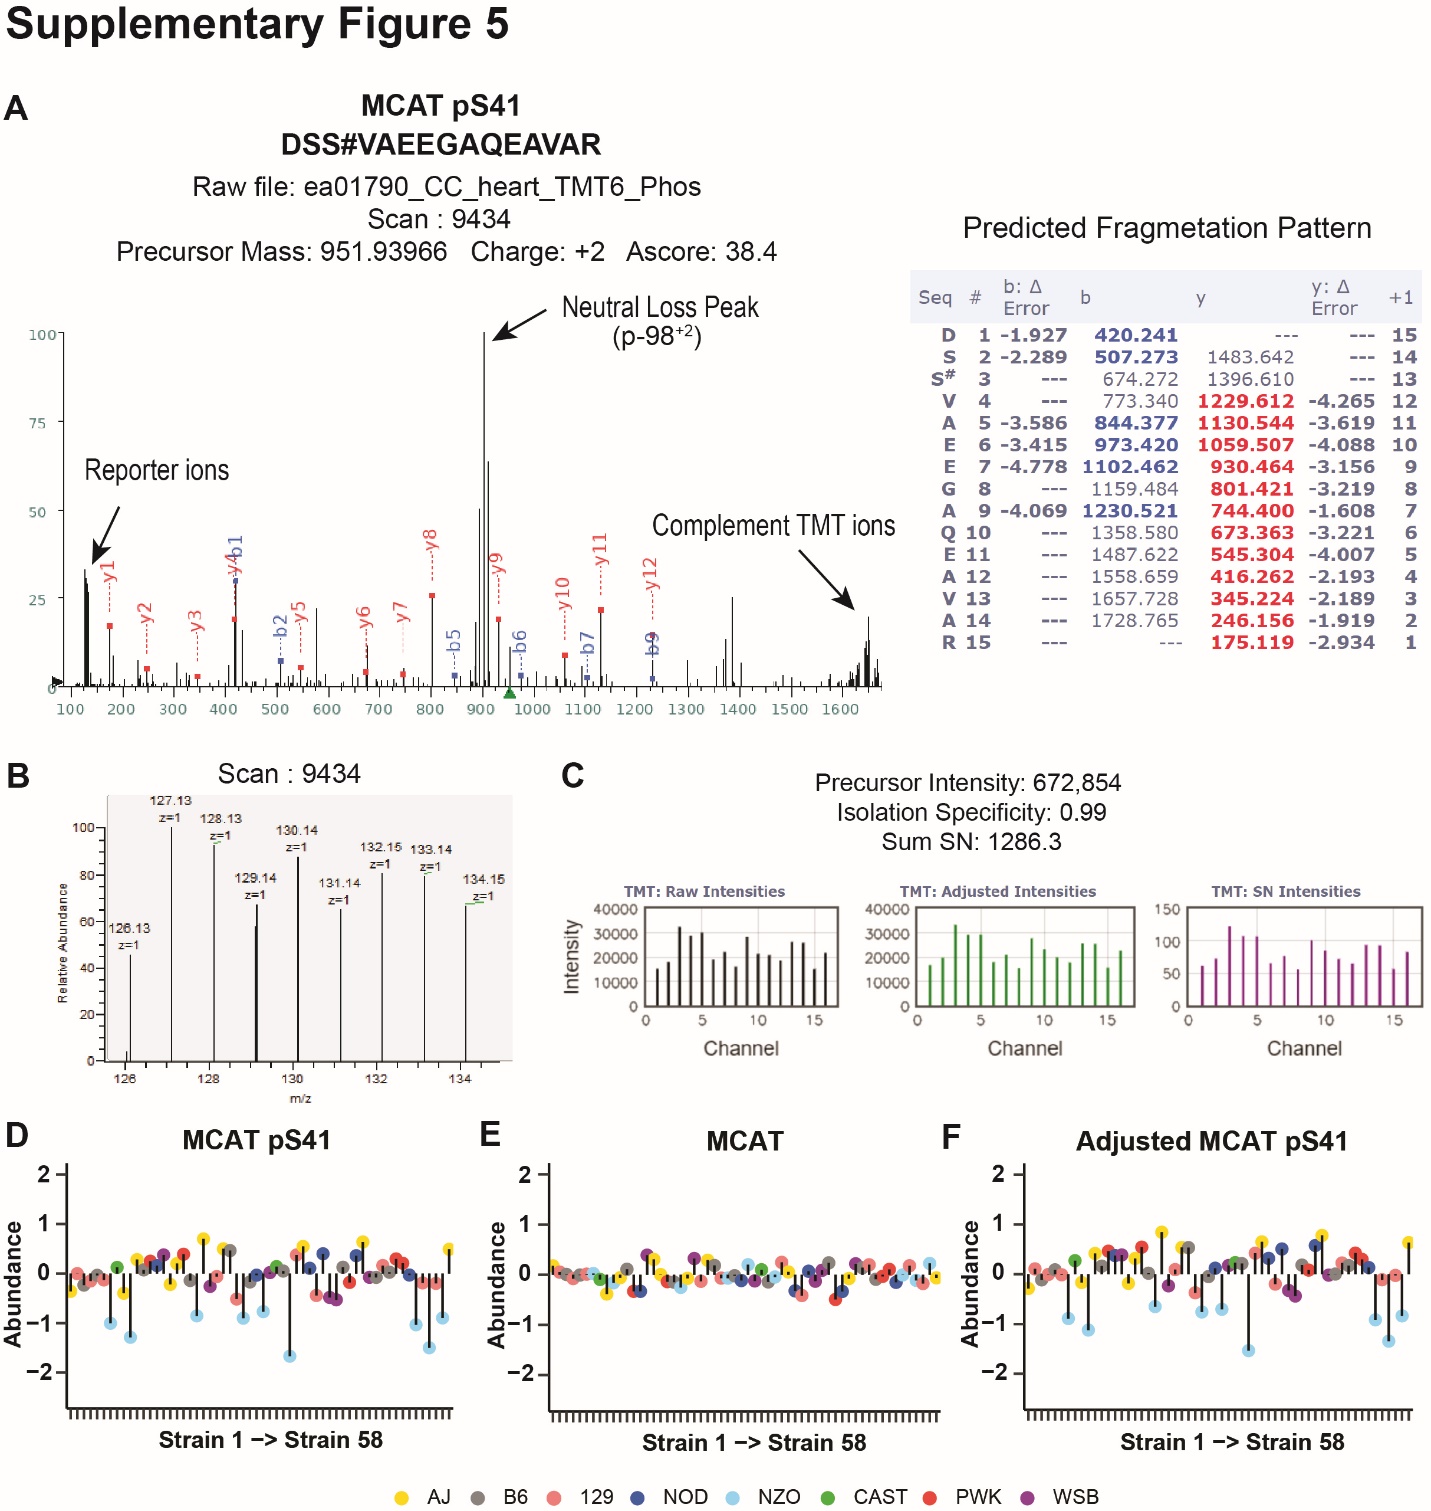

**Figure S5. *NZO* allele drives the low abundances of MCAT pS41 in CC strains.** **(A)** An example spectrum of identified phosphopeptide DSS#VAEEGAQEAVAR which harbors MCAT pS41. Match ions were highlighted in blue or red in the Predicted fragmentation table on the right. Reporter ions **(B)** of this spectrum was extracted and processed **(C)**. Signal to noise intensities were used for further analysis. **(D)**. *NZO* allele drives the low abundances of MCAT pS41 in 58 CC strains. Dots were colored based on the founder haplotye at the identified pQTL of MCAT pS41. **(E)** MCAT abundances have minimal variation in 58 CC strains. Dots were colored based on the founder haplotye at the identified pQTL of MCAT pS41. **(F)** *NZO* allele drives the low abundances of MCAT pS41 in 58 CC strains. Dots were colored based on the founder haplotye at the identified pQTL of MCAT pS41.

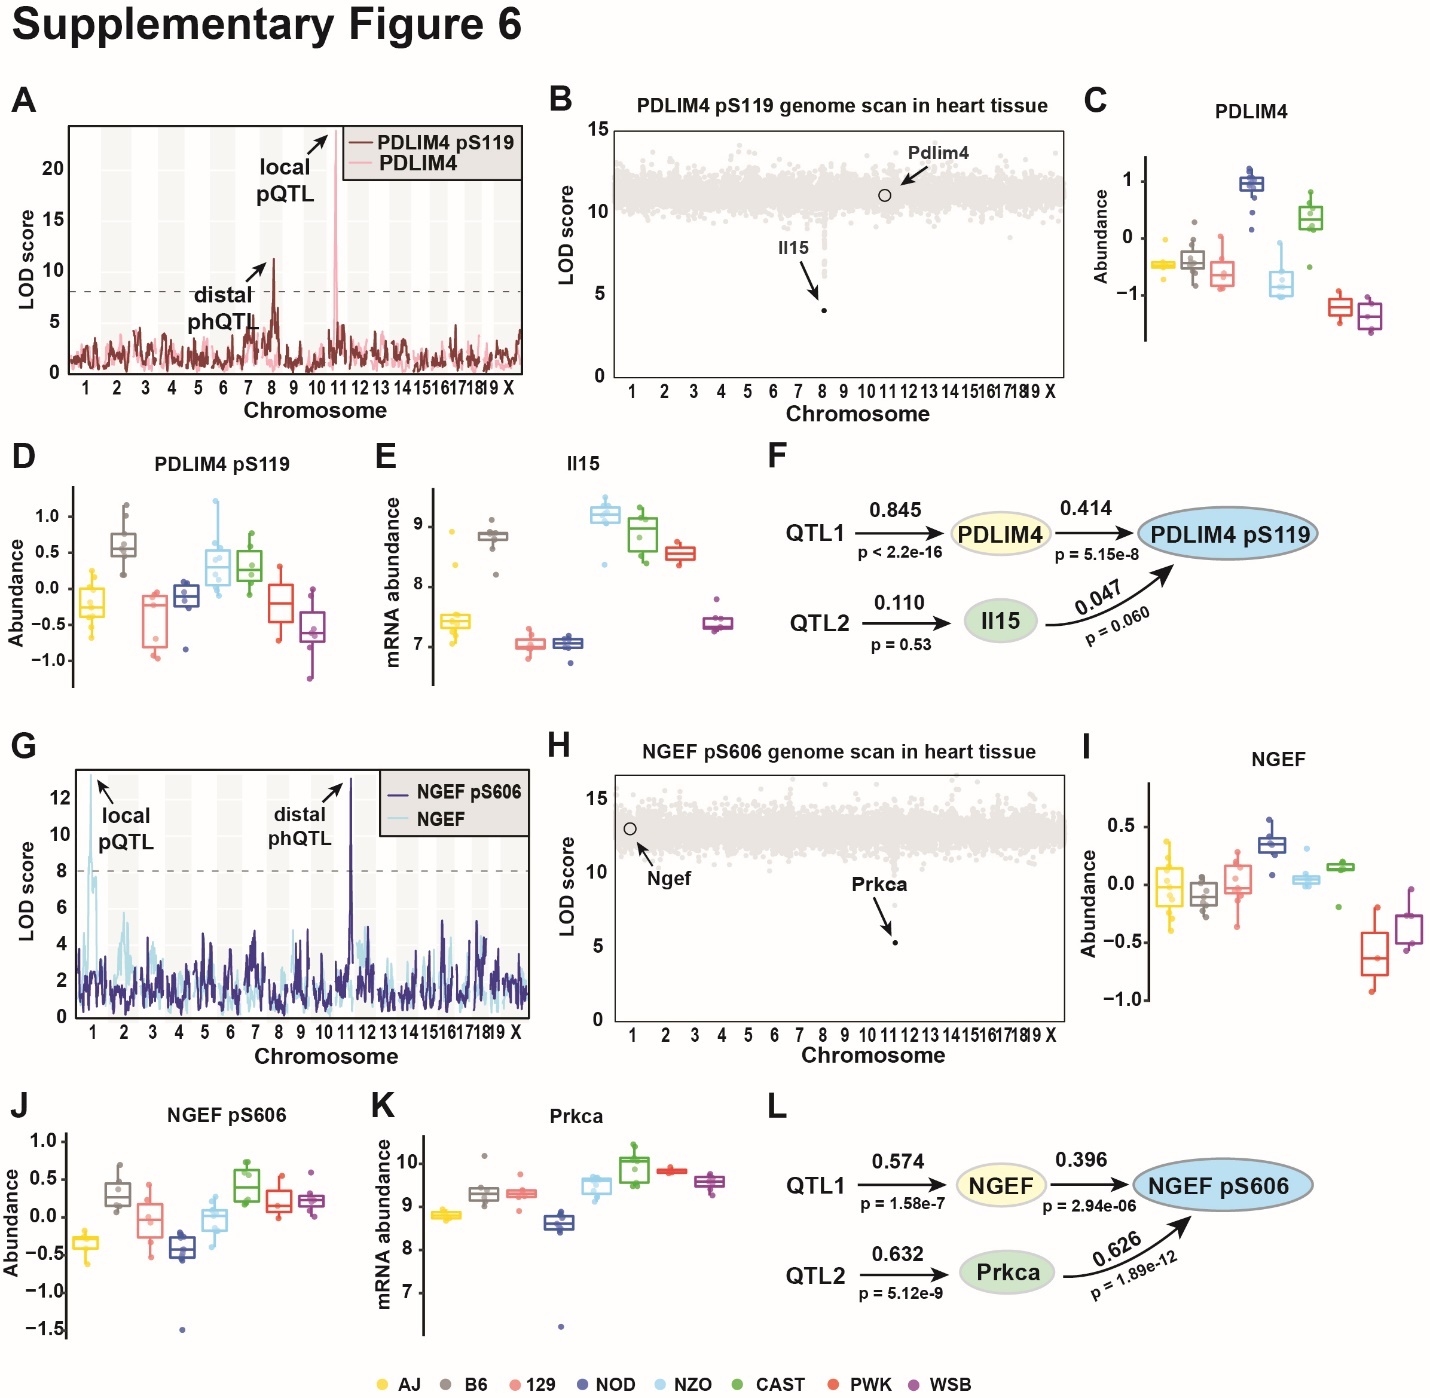

**Figure S6. pQTL and phQTL were identified to regulate phosphopeptide abundance together.** **(A)** Genome scans of PDLIM4 and PDLIM4 pS119 in heart tissue. **(B)** Mediation analysis using transcriptomics data identified *Il15* as the mediator for the phQTL of PDLIM4 pS119. Each gray dot is a mediation score representing the PDLIM4 pS119 LOD score conditioned on a transcript as candidate mediator. **(C)** The *NOD* and *CAST* alleles drove the high abundances of PDLIM4 in heart tissue. Data were categorized based on the founder haplotye at the identified pQTL. Abundances of (**D**) PDLIM4 pS119 and (**E**) *Il15* transcript had similar patterns based on the founder haplotype at *Il15*. **(F)** Path diagram of PDLIM4 pS119 abundance regulation in heart tissue. **(G)** Genome scans of NGEF and NGEF pS606 in kidney tissue. **(H)** Mediation analysis using transcriptomics data identified *Prkca* as the mediator for the phQTL of NGEF pS606. Each gray dot is a mediation score representing the NGEF pS606 LOD score conditioned on a transcript as candidate mediator. **(I)** The *PWK* and *WSB* alleles drove low abundance of NGEF in kidney tissue. Data were categorized based on the founder haplotye at the *Ngef*. Abundances of **(J)** NGEF pS606 and **(K)** *Prkca* transcripts had similar patterns. Data were categorized based on the founder haplotye at the *Prkca*. **(L)** Path diagram of NGEF pS606 abundance regulation in heart tissue.

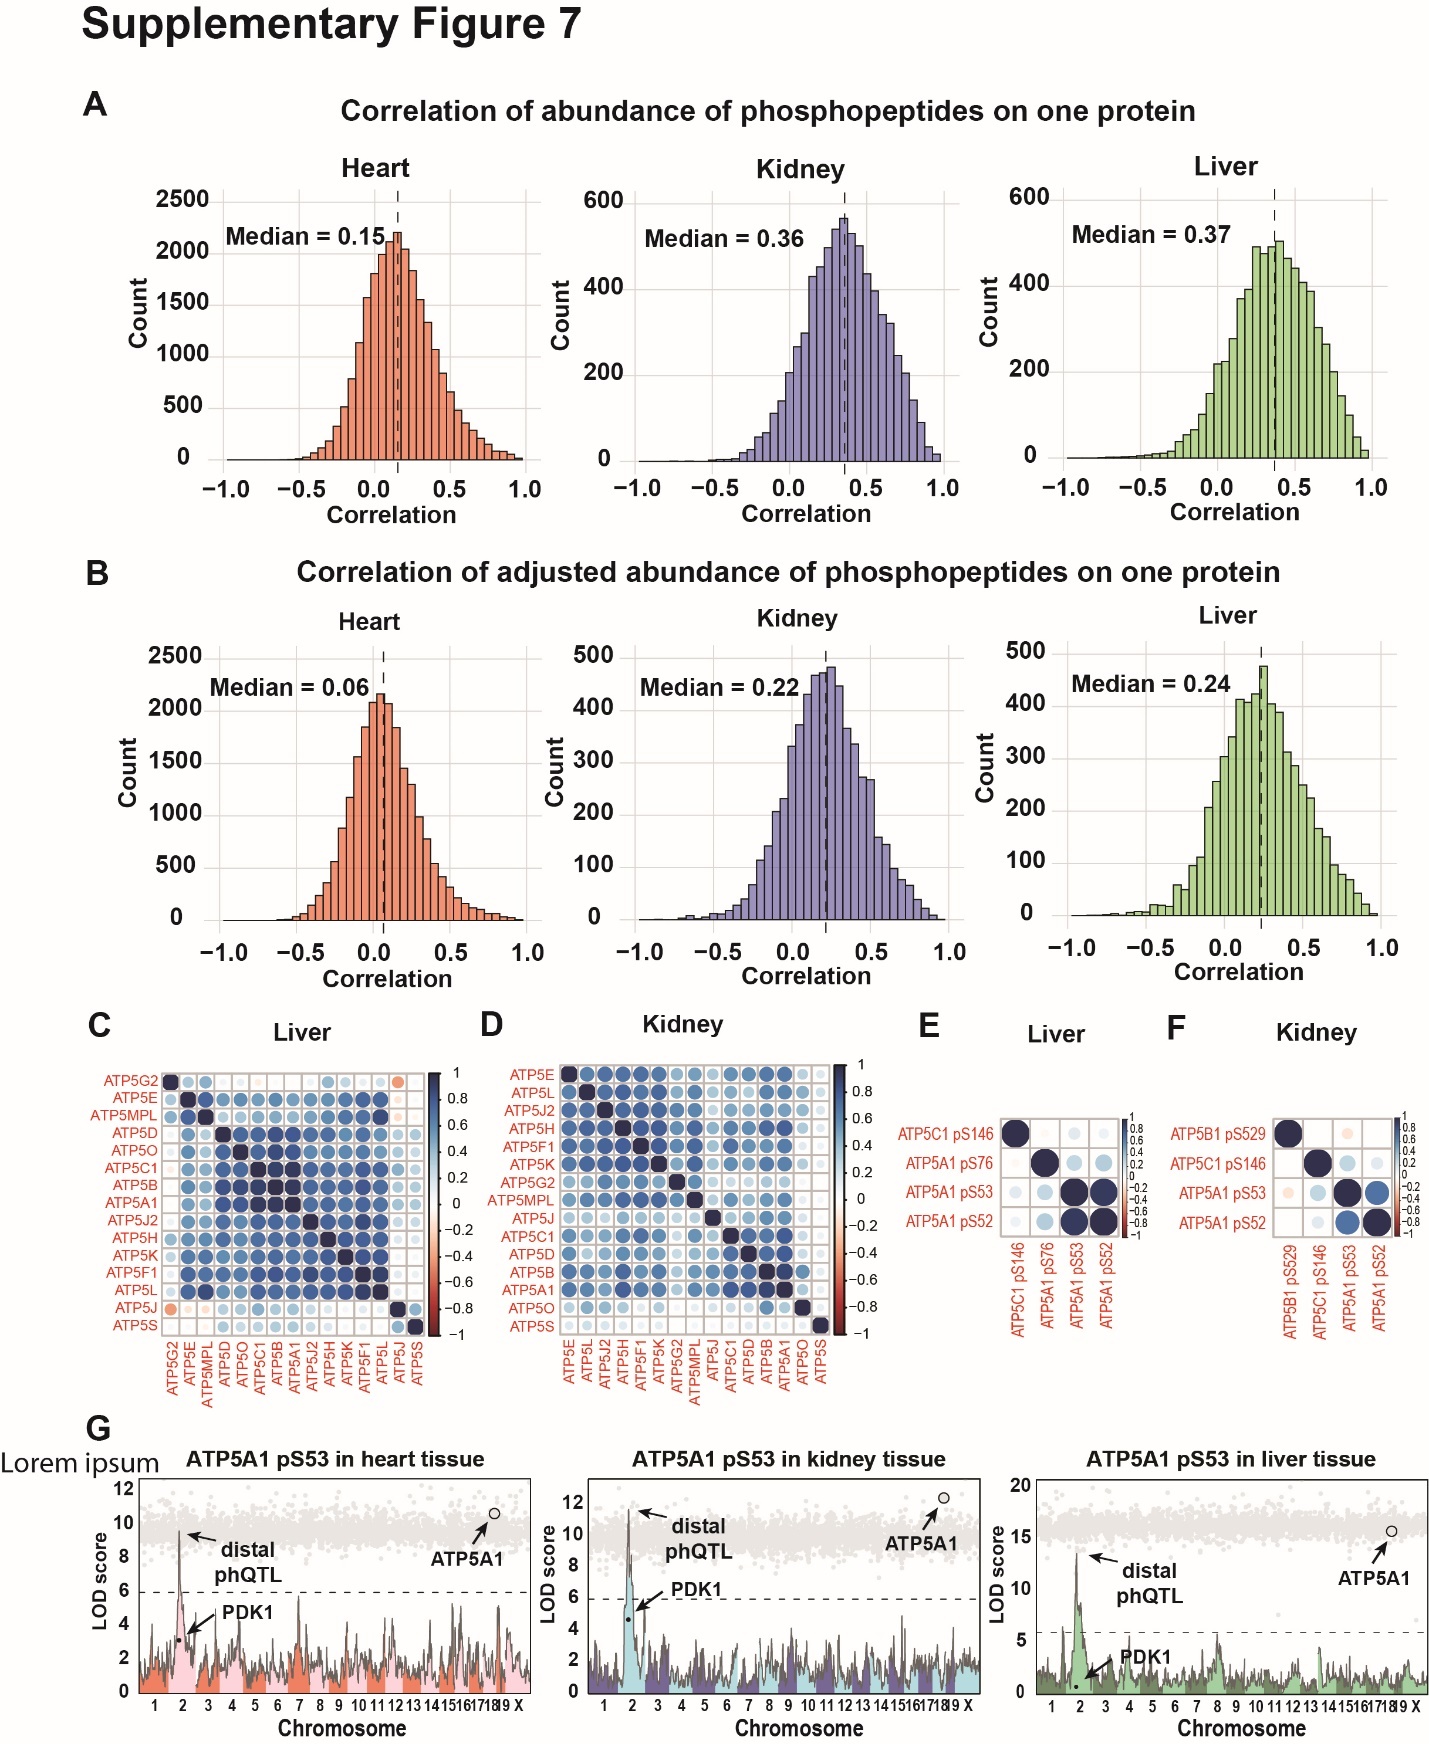

**Figure S7. Phosphorylation sites on one protein can be regulated coordinated and not coordinated. (A)** Correlation of the abundances of phosphopeptides from the same protein in three tissues. **(B)** Correlation of the adjusted abundances of phosphopeptides from the same protein in three tissues. Protein abundance of subunits in ATP synthase complex were highly correlated in the **(C)** liver and **(D)** kidney tissues. Phosphopeptide abundance from the ATP synthase complex were not as correlated in **(E)** liver tissue and **(F)** kidney tissue. **(G)** Genome scans of ATP5A1 pS53 overlayed with mediation scores in (left) heart, (middle) kidney and (right) liver tissues. Each gray dot is a mediation score representing the ATP5A1 pS53 phQTL LOD score conditioned on a protein as candidate mediator.

How the deposited data were processed for this re-analysis (not part of the article)

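RNA sequencing of heart, kidney and liver of 116 CC mice was used, with 1 female and 1 male of each of 58 strains in every tissue. The authors aligned the reads with bowtie to the pooled transcriptomes of the founder strains and estimated the total count of each gene with EMASE in the GBRS software. The deposited values are these expected counts, without normalization, and 73.9%, 71.3% and 71.8% of them in heart, kidney and liver lay within 1e-06 of a whole number. The deposited tables list 20976, 23072 and 19805 genes, of which 20861, 22941 and 19701 are in the GENCODE annotation of GRCm38 that was used for symbols and positions. The paper states that genes without expression in a large part of the samples were removed, and in every listed gene at most 49.1% of the libraries had a value of 0. No gene of the Y chromosome is listed, so that sex was checked with Xist, with autosomal genes and with genes that escape X inactivation, and not with Y-linked genes. Protein and phosphopeptide values were taken from the paper's supplementary tables where stated and were not computed again.

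The expected counts were rounded to whole numbers for every test, which changed the total of a library by at most 0.000305% in heart, 0.000613% in kidney and 0.000381% in liver. After rounding, 873, 882 and 948 genes had a count of 0 in at least 50% of the libraries, and these were kept because the deposited values passed the filter. Library totals ranged from 13338288 to 63932624 in heart, from 12947084 to 71072410 in kidney and from 10975884 to 43535124 in liver. No library was left out. In the kidney library labelled CC011 male, 10 genes held 49.8% of the counts, and the sex effect in kidney was also computed without that strain.

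Sex and strain effects were tested in each tissue with edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3) with TMM normalization, sex and strain in the model and a Benjamini-Hochberg FDR of 0.01. Fold changes are of males over females on the log2 scale. The strain is the block because the female and the male of a pair come from the same inbred strain, as the labels and the paper state, although they are different mice. The deviations of both mice of a strain from the mean of their sex correlated over genes in all 58 strains of every tissue, with r from 0.27 to 0.89 in heart, from 0.16 to 0.84 in kidney and from 0.21 to 0.78 in liver. The alternatives were DESeq2's Wald test (version 1.42.0), DESeq2's size factors in the edgeR model, edgeR's filterByExpr, an FDR of 0.1 as in the paper's methods, and sex alone in the model. Counts of genes under other assignments of sex were made with limma (version 3.58.1) on the paired differences of log2 TMM CPM, swapping the sexes in random sets of 29 strains, for 100 assignments per tissue with the real one among them.

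Values on the variance stabilized (VST) scale come from DESeq2's transformation in each tissue, blind to sex and strain. Normalized counts are counts divided by DESeq2's size factors. The intraclass correlation between the female and the male of a strain was computed on VST values after the mean of each sex was subtracted, and its p-value is one-sided, from 100000 shuffles of the males among the strains. It was also computed on log2 TMM CPM with a prior count of 1, on ranks within each sex, and after removal of the first 5 principal components of the tissue. Lists of mediators were compared with 10000 random lists of the same size, drawn from 20 bins of mean expression. The level of Pccb minus that of Pcca was tested over strain means with two-sided sign-flip permutation tests of 100000 resamples, and the 3 strains named for the A/J allele with exact permutation tests over 30856 choices of 3 strains. Benjamini-Hochberg adjustment was applied within each family of tests. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

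Apart from C7 and the test of Atp5g1, which were chosen after the data were examined, the genes named in the text were set by a rule before that. They are the genes that the paper names as mediators or discusses, the sex check genes, the 5 autosomal genes per tissue with the largest sex effect among those with a mean CPM of at least 1 and the same direction in at least 90% of the strain pairs, and the 3 mediators per tissue with the lowest z-score in Table S5. In heart, no gene met the rule for sex effects. The labels were checked on Xist, on 50 autosomal genes with a sex difference and 4 genes that escape X inactivation, and on the strain-specific levels of genes with an intraclass correlation above 0.8. Libraries whose values went against a label were kept, and results were also computed without their strains.

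The sex and strain tests were tested on simulated data, with counts drawn from the means and totals of the real libraries and 200 genes changed between the sexes. Of these, the test recovered 100% in heart, 100% in kidney and 100% in liver, with 5, 3 and 3 unchanged genes called among 20976, 23072 and 19805. The changed genes had a mean count of at least 20 and no strain effect, and all genes had the same dispersion. Their folds were larger than the median absolute log2 fold change of the real genes past the threshold, 0.3 in heart, 0.37 in kidney and 0.32 in liver. The recovery therefore does not measure the power for changes of that size or at low counts. The strain test recovered 100%, 100% and 100% of the strain-varying genes with a mean count of at least 20, and called 42, 30 and 22 genes that were constant between strains. The intraclass correlation was tested on 20000 simulated genes in 58 strains for each of 6 known values, and its median estimate was 0.199 for a true value of 0.2, 0.600 for 0.6 and 0.950 for 0.95. The middle 95% of the estimates ran from -0.26 to 0.256 for a true value of 0. It ran from 0.411 to 0.742 for 0.6 and from 0.916 to 0.97 for 0.95. The precision of a single gene therefore depends on its true value. Founder haplotypes were not among the inputs, so QTL mapping and mediation were not repeated. Supplementary tables that were held only in part were not used for comparisons of lists.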

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

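The counts under swapped sexes, the tests on the kidney library labelled CC029 male, and the values without strain CC011 or without the strains whose labels were in doubt were chosen only after the results were seen.

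A signal lay in data that the paper does not report on, the sex effect on transcripts. In edgeR's quasi-likelihood test with strain as a block, 124 genes in heart, 10795 in kidney and 4376 in liver differed between the sexes at an FDR below 0.01. Males had the higher level for 52, 5181 and 1939 of them. Among the genes that the rule selected, Slco1a1 in kidney had a log2 fold change of males over females of 9.51 and was higher in the male in 58 of 58 strains, and Cyp3a16 in liver had -10.63. The counts of Sult2a1, Sult2a2 and Sult2a5 in liver are uncertain one by one, since reads of members of a gene family can be divided between them. In heart, no autosomal gene past the threshold with a mean CPM of at least 1 changed in the same direction in 90% of the pairs. The largest number was 52 of 58 pairs. Among autosomal genes chosen after their values were seen, C7 in heart had 1.47 and was higher in the male in 52 of 58 strains. With the sexes swapped in random sets of 29 strains, limma on the paired differences found as many genes in 1 of 100 assignments in each tissue, which was the real one. It found 133 genes in heart, 11065 in kidney and 4573 in liver, and at most 0, 0 and 1 in the other assignments. Since each swap covered 29 of 58 strains, a difference between the sexes cancels in the mean and widens the spread. The low counts are thus partly built in and do not measure how many genes a random division of the mice would give. In kidney, the count without strain CC011, whose male library had 49.8% of its counts on 10 genes, was 10803, so that this library does not account for the number. Whether hormones, cell composition or other differences between the sexes underlie the effects was not tested.

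Sex effects of named genes differed between tissues. Of 148 tests of the difference itself, by sign-flip permutation over strains, 80 had an adjusted p below 0.05. The tests include genes that were chosen for their sex effect in a tissue, and without these 77 of 145 remained. Il15 and Prkca had opposite effects past the threshold of edgeR's test in kidney and liver. Il15 was 0.24 higher in males in kidney and had a male minus female difference of -0.34 in liver (VST scale), a difference of 0.59 between the tissues, larger in kidney in 52 of 58 strains (adjusted p = 3.4e-05). Prkca had 0.15 in kidney and -0.60 in liver, a difference of 0.75, also larger in kidney in 52 of 58 strains (adjusted p = 3.4e-05). The number of such tests past the threshold was 80 on log2 TMM CPM and 79 without the strains whose labels were in doubt, which argues against the scale or these libraries as the reason for the number. The cell composition of the tissues was not tested and stays open, as does a difference in regulation.

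The level of the Pccb transcript relative to that of Pcca differed between tissues, by 0.95 between kidney and heart, 0.79 between liver and heart and 0.16 between kidney and liver (sign-flip permutation tests over 58 strains, adjusted p of 1.5e-05, 1.5e-05 and 0.00043). The first 2 differences had the same direction in 57 of 58 strains and the last in 41. Transcript length cannot produce a difference between tissues unless the isoforms differ, which the counts per gene do not show. The difference between kidney and liver was 0.30 in females and 0.02 in males, and it was larger in the female in 49 of 58 strains (difference of males from females -0.28, sign-flip permutation test over strains, adjusted p = 1.5e-05). In the same test, the difference between kidney and heart was 1.1 in females and 0.79 in males, larger in the female in 46 strains. The difference of males from females was -0.31 there (adjusted p = 1.5e-05). Between liver and heart the values were 0.8 and 0.78, with a difference of -0.03 (adjusted p = 0.6). These tests were chosen after the values of each sex were seen. The male minus female difference of Pcca was 0.15 larger in kidney than in liver (adjusted p = 0.0051), while the same contrast for Pccb was -0.13 (adjusted p = 0.00026). A difference in the regulation of the 2 genes between tissues remains an untested explanation.

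The libraries labelled CC044 female had an Xist level of 3.66 CPM in heart, 1.56 in kidney and 2.29 in liver, far from those of the other females. The lowest level of a female of another strain was 197 CPM in heart and 445 in liver, and the highest level of a male was 15.7 CPM in heart, 9.80 in kidney and 5.28 in liver. On a scale of 50 autosomal genes, from 0 for females to 1 for males, the larger of the values in kidney and liver was -0.083, which argues against RNA of a male mouse. All 3 libraries were closest to the CC044 profile of the other tissues, with a lowest r of 0.82. That profile averages the female and the male of the strain, so it holds the same mouse and is not an independent check. Within each tissue, over the autosomal genes with the largest variance, the closest male was that of CC044, which argues against another strain. In the reverse direction in heart, the CC044 male was closest to the CC040 female (r of 0.61, against 0.60 with its own). On the same scale for 4 genes that escape X inactivation, the lowest value of the 3 tissues was 0.724, in kidney. It was on the male side, as a female with 1 X chromosome would have. In kidney this scale separated the sexes poorly, with 11 females on the male side and 14 males on the female side. In heart these numbers were 4 and 0, and in liver 7 and 3. This test does not single out CC044, since the females of 2 other strains, CC021 and CC079, were also on the male side in all 3 tissues and had Xist. A female with 1 X chromosome is therefore no more than a candidate explanation, and a strain variant that keeps the reads of Xist from being counted was not tested.

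The kidney library labelled CC009 female had 0.927 CPM of Xist, while the lowest of the females other than CC044 and CC009 was 581 CPM. Its value on the scale of 50 autosomal genes was 0.870, on the male side. It had a correlation of 0.01 with the CC009 profile of the other tissues and of 0.85 with that of CC033. Among 6670 pairs of kidney libraries, it formed the closest pair with the library labelled CC033 male, with differences 9.82 times the sampling noise, so that it is not a second copy of the same counts. These values are consistent with RNA of a male CC033 mouse in this library. No biological explanation was tested. With strain CC009 left out together with CC029 and CC044, the count of genes with a sex effect in kidney was 10826.

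The kidney library labelled CC029 male held transcripts of strain CC023, a signal that the paper does not report on. Over 59 genes that the CC029 female kidney lacks, it had 76.28% of the level of the CC023 male at the median gene, while the highest of 56 other male libraries had 6.53% and their median was 0.34%. Its correlation with the CC029 profile of the other tissues was 0.53, which argues against RNA of CC023 alone, since the kidney library labelled CC009 female had 0.01 with its own. A mixture of RNA of both strains may explain these values. Over 15 genes of the reverse kind it had 5.76% of the level of the CC029 female, which is lower than the share that CC023 leaves. This value is near the limit of 5% that was set for an absent gene, and other libraries were not compared. This part of the prediction was therefore not shown to be met. The genes of the reverse kind had to be absent from both CC023 kidneys, so RNA of CC029 in either of them would remove such genes. After the pair of CC009 female and CC033 male, this library and that labelled CC023 male were the closest kidney pair. Their differences were 15.9 times the sampling noise, against at least 60.9 times between mice of a strain. Whether the CC023 male library is mixed too was not tested, and CC023 was not among the strains left out for their labels. The stage at which a mixture arose cannot be seen in the counts.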

How the results depend on the processing

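The choice of strains or libraries left out because of their labels or their counts, and every setting for Atp5g1 and for the count of ATP synthase subunits, were made after the data were examined, while the other alternatives were set before the data were examined. Of 165 comparisons of a result with an alternative, over 38 results, 153 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the reported number.

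The count of genes with a sex effect in heart depended most on the processing. It was 124 with strain as a block and 43 with no block and sex alone in the model, of which 26 were among the 124. DESeq2's Wald test gave 290 genes, with 118 of the 124 among them, and an FDR of 0.1 gave 777. In liver, the pairing by strain raised the count from 2294 with no block to 4376, and an FDR of 0.1 gave 7613, by its wider threshold. In kidney, the count lay between 9152 with no block and 13983 at an FDR of 0.1. The model without the block leaves the variation between strains in the error by its construction. For DESeq2 in heart, the cause was not tested. Without the strains whose labels were in doubt, the counts were 148 in heart, 10826 in kidney and 4278 in liver. The strain effect stayed within 1.5 times the reported number under every alternative that was run. The alternative with no filter beyond a total count above 0 was not run, because the deposited tables were already filtered by the authors and it would use the same genes.

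Pccb minus Pcca in heart was 0.05 and had no direction that could be told from 0. Counts per kilobase of the longest transcript gave 0.20 (adjusted p = 0.03) and counts per kilobase of the mean length gave -0.45 (adjusted p = 2e-05), since the 2 lengths shift the difference in opposite directions by construction. The mean lengths, 1012.2 bases for Pcca and 1426.8 for Pccb, include short annotated transcripts. Between kidney and liver, the difference of 0.16 was 0.02 in males alone (adjusted p = 0.78), and the cause was not tested. The level of Atp5h in the 3 strains named for the A/J allele was 0.03 above that of the others, and -0.02 in females alone. It ranged from -0.11 without replicate CC033 to 0.12 with another of the 3 left out, so that its direction rests on CC033. Neither direction was past the threshold, and the cause was not tested. Of the 16 ATP synthase subunits, 13 were lower in these strains and 6 without replicate CC044, so that the count rests on that strain, whose female library has a label in doubt. The count was 12 without CC032, 15 without CC033, 10 in males alone and 14 in females alone. The intraclass correlation of Sbk3 in heart fell from 0.278 to 0.189 (adjusted p = 0.084) without the first 5 principal components, and those of the other 15 pairs of a mediator and a tissue stayed past the threshold under each alternative.

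Depth limits the genes with few counts. Cdc14a in liver had between 9 and 127 counts in a library, so that the counting error of each value is larger, relative to the value, than for Pdk1 in heart with 469 to 11329 counts.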

Differences from the paper's values

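No test was chosen after the data were examined for this part, apart from the comparison of library totals. Only 4 statements of the paper's text were set beside values from the files. The 58 strains, the 116 mice per tissue and the 1608 heart pQTL, which were counted in the labels and in the paper's own table, were the same. The paper states that sequencing yielded at most 40M reads per sample. The highest total of the deposited counts, in kidney, was 71.1M, and 18 of 348 libraries were above 40M, 1 in heart, 16 in kidney and 1 in liver. None of the alternatives set before the data were examined changes these totals.

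The paper's text gives a chromosome for the Cdc14b eQTL that is not that of the gene, which the annotation of GRCm38 places on chromosome 13 from 64189268 to 64275290. The paper places Atp5h at the position of the Chr 11 pQTL for ATP synthase in heart, whereas the annotation places Atp5h from 115415689 to 115419962 and Atp5g1 from 96068852 to 96075670. For PCCB, the interval in the paper's discussion is not that of the GRCm38 gene, 100982032 to 101034898 on chromosome 9, and does not hold the positions of the variants that the same sentence names, which lie in that gene. For NGEF pS606 and the Prkca transcript, the paper's text names heart, Table S5 names kidney, and the legend of Fig. S6 names kidney in some panels and heart in another.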

Other observations

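The tests of Atp5g1 and of the other ATP synthase subunits apart from Atp5h were chosen only after the data were examined.

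Genes with a local pQTL in heart were compared with genes that have only a distant pQTL, on the hypothesis that the former vary more between strains in their transcript. Of the paper's 1608 heart pQTL, 1223 genes with a local one and 297 with only distant ones were in the counts. Their median intraclass correlation was 0.547 and 0.357, a difference of 0.190 (permutation test over genes, two-sided, p = 0.0001, the smallest that 10000 permutations can give). The difference was 0.187 on log2 TMM CPM, 0.207 for pQTL with a LOD above 10 and 0.240 without the first 5 principal components. Genes are not independent replicates, and the pQTL were mapped in the same strains. The values are in line with local pQTL acting in part through the transcript, which was not tested gene by gene.

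In heart, the 3 strains that the paper names for the A/J allele at the ATP synthase locus, CC032, CC033 and CC044, had an Atp5h transcript 0.03 above the mean of the other 55 on the VST scale (exact permutation test, two-sided, p = 0.86). Atp5g1, the subunit gene at the mapped position, was 0.11 above it (exact permutation test, p = 0.47), or 0.06 without CC032, 0.02 without CC033 and 0.24 without CC044. With 3 strains, and with carriers of the allele possibly among the other 55, an effect of the allele on either transcript cannot be told apart from none. Of 16 subunit genes, 13 were lower in the named strains, with a median difference of -0.11, 3 had an unadjusted p below 0.05 and 0 an adjusted one. This count rests on CC044, since without it 6 of 16 were lower. The median difference was then 0.06, with 0 genes at an unadjusted p below 0.05. Without CC032, 12 were lower, with a median of -0.13 and 5 genes at such a p. Without CC033, 15 were lower, with a median of -0.2 and 0 such genes. In males alone, without the CC044 female library, 10 were lower and 5 had such a p, against 14 and 0 in females. In each setting, 0 genes had an adjusted p below 0.05.

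The mediator lists of Table S5 had a higher median intraclass correlation than 10000 random lists of like expression in every tissue, where 0 lists were as high, which argues against expression level as the explanation of this difference. The strain means of the 12 mediator transcripts were related between tissues in 23 of 32 tests at an adjusted p below 0.05 for Pearson's r and in 19 for Spearman's rho, 1 of which, that of Sbk3 between kidney and heart, was negative (rho = -0.29, adjusted p = 0.047). The tissues came from the same mice, so these tests do not separate an effect of the strain from the state of a single mouse. Pdk1 had r = 0.87 and rho = 0.83 between kidney and liver over 58 strains (permutation tests, p = 1e-05 for both, the smallest they can give; r = 0.83 without the 2 strains farthest from the median). Between heart and kidney it had r = 0.51 and rho = 0.04, and between heart and liver r = 0.63 and rho = 0.16 (adjusted p of rho 0.75 and 0.28), so that these relations were seen in Pearson's r and not in the ranks. For Il15 no relation between tissues was detected, with r of 0.14, 0.20 and 0.25 (adjusted p of 0.33, 0.15 and 0.076).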
